# Pirin: a potential novel therapeutic target for castration‐resistant prostate cancer regulated by *miR‐455‐5p*

**DOI:** 10.1002/1878-0261.12405

**Published:** 2018-12-21

**Authors:** Takayuki Arai, Satoko Kojima, Yasutaka Yamada, Sho Sugawara, Mayuko Kato, Kazuto Yamazaki, Yukio Naya, Tomohiko Ichikawa, Naohiko Seki

**Keywords:** bisamide, castration‐resistant prostate cancer, *miR‐455‐5p*, pirin

## Abstract

Androgen deprivation therapy is frequently used to treat prostate cancer (PCa), but resistance can occur, a condition known as castration‐resistant prostate cancer (CRPC). Thus, novel approaches for identification of CRPC are important for designing effective PCa treatments. Analysis of microRNA (miRNA) expression signatures by RNA sequencing showed that both passenger and guide strands of the *miR‐455*‐duplex (*miR‐455‐5p* and *miR‐455‐3p*, respectively) acted as antitumor miRNAs in PCa cells. The involvement of miRNA passenger strands in cancer pathogenesis is a novel concept for miRNA functionality. Based on a large patient cohort in The Cancer Genome Atlas, expression of eight *miR‐455‐5p/‐3p* target genes (*PIR*:* P *=* *0.0137, *LRP8*:* P *=* *0.0495, *IGFBP3*:* P *=* *0.0172, *DMBX1*:* P *=* *0.0175*, CCDC64*:* P *=* *0.0446, *TUBB1*:* P *=* *0.0149, *KIF21B*:* P *=* *0.0336, and *NFAM1*:* P *=* *0.0013) was significantly associated with poor prognosis of PCa patients. Here, we focused on *PIR* (pirin), a highly conserved member of the cupin superfamily. *PIR* expression was directly regulated by *miR‐455‐5p*, and PIR overexpression was detected in hormone‐sensitive prostate cancer (HSPC) surgical specimens and CRPC autopsy specimens. Loss‐of‐function assays using siRNA or an inhibitor (bisamide) showed that downregulation of *PIR* expression blocked cancer cell migration and invasion. Moreover, the *miR‐455‐5p*/*PIR* axis contributed to cancer cell aggressiveness. These results suggest that *PIR* might be a promising diagnostic marker for HSPC and CRPC. Furthermore, CRPC treatment strategies targeting *PIR* may be possible in the future. Identification of antitumor miRNAs, including miRNA passenger strands, may contribute to the development of new diagnostic markers and therapeutic strategies for CRPC.

**Abbreviations**
ADT: androgen deprivation therapy
AR: androgen receptor
CRPC: castration‐resistant prostate cancer
DFS: disease‐free survival
HSF1: heat shock transcriptional factor 1
HSPC: hormone‐sensitive prostate cancer
miRNA: microRNA
PCa: prostate cancer
PIR: pirin
TCGA: The Cancer Genome Atlas

## 1 Introduction

Due to the expansion of prostate‐specific antigen (PSA) screening, prostate cancer (PCa) is now the most frequently diagnosed cancer among men in developed countries. In 2017, PCa was the third leading cause of cancer‐related death among men (approximately 320 000 individuals) in the United States (Siegel *et al*., 2017). Activation of androgen signaling through the androgen receptor (AR) is essential for development, proliferation, and survival of PCa cells. Therefore, AR is considered to be the most relevant therapeutic target for both hormone‐sensitive prostate cancer (HSPC) and advanced PCa (Crawford *et al*., 2015; Crona and Whang, 2017). Most HSPC patients initially respond to androgen deprivation therapy (ADT), but eventually PCa cells acquire resistance to ADT and gain increased proliferative and metastatic potential, a condition referred to as castration‐resistant prostate cancer (CRPC). Recently approved agents such as second generation AR‐targeted agents, bone‐targeted agents and chemotherapeutic agents increase survival rates of CRPC patients, but do not provide a cure (Crawford *et al*., 2015; Crona *et al*., 2015). Thus, increasing the likelihood of survival for CRPC patients is an important consideration for successful PCa treatments.

Many studies showed that microRNAs (miRNAs), a type of small noncoding RNA, are associated with cancer pathogenesis (Esquela‐Kerscher and Slack, 2006; Iorio and Croce, 2009; Nelson and Weiss, 2008; Wiemer, 2007). A single miRNA species can regulate many protein‐coding or noncoding RNA transcripts in physiological and pathological conditions (Friedman *et al*., 2009). Therefore, novel RNA networks in cancer cells can be searched beginning with aberrantly expressed miRNAs.

Based on HSPC and CRPC miRNA signatures, we sequentially identified antitumor miRNAs and the oncogenic targets they control, including *FSCN1*,* GOLM1*,* PNP*,* WWP1*, and *Ecm29* (Fuse *et al*., 2011; Goto *et al*., 2015, 2016; Kojima *et al*., 2012, 2014). Our recent RNA sequencing analyses of CRPC miRNA signatures revealed that expression of both strands of pre‐*miR‐145* (*miR‐145‐5p* and *miR‐145‐3p*, the passenger and guide strand, respectively) was significantly reduced in HSPC and CRPC clinical specimens and that *miR‐145‐5p/‐3p* acted as an antitumor miRNA in PCa cells (Goto *et al*., 2017). Interestingly, ectopic expression of *miR‐145‐3p* markedly blocked cancer cell aggressiveness through direct regulation of several oncogenic genes, including *MELK*,* NCAPG*,* BUB1*, and *CDK1* (Goto *et al*., 2017). Recent studies of miRNA biogenesis showed that some miRNA passenger strands, which were previously thought to be degraded and not functioning, also had important roles in human cells, including cancer cells (Marzi *et al*., 2016; McCall *et al*., 2017).

In this study, our aim was to identify novel therapeutic targets and prognostic markers for CRPC. We demonstrated that both *miR‐455*‐duplex strands (*miR‐455‐5p*, the passenger strand; and *miR‐455‐3p*, the guide strand) possess antitumor functions. We also found some molecular targets of *miR‐455‐5p/‐3p* to reveal new characteristics of PCa pathogenesis. Expression of eight genes (*PIR*,* LRP8*,* IGFBP3*,* DMBX1*,* CCDC64*,* TUBB1*,* KIF21B*, and *NFAM1*) was regulated by *miR‐455‐5p/‐3p*, and high expression of these genes was significantly predictive of survival in PCa patients. Moreover, we validated the functional significance of *PIR* as a promising therapeutic target for CRPC.

## 2 Materials and methods

### 2.1 Collection of clinical prostate specimens and cell lines

Clinical specimens were provided by the Teikyo University Chiba Medical Center between 2013 and 2017. Table S1 lists the clinical characteristics of these patients. The research protocol was approved by the Teikyo University Institutional Review Committee. The experiments were undertaken with the understanding and written consent of each subject, and the study methodologies conformed to the standards set by the Declaration of Helsinki.

We used human PCa cell lines (PC3, DU145, and C4‐2) obtained from the Cell Resource Center for Biomedical Research, Institute of Development, Aging and Cancer Tohoku University (Sendai, Japan), and the American Type Culture Collection (Manassas, VA, USA). The cells were maintained as described in our previous reports (Arai *et al*., 2018b; Goto *et al*., 2017; Kurozumi *et al*., 2016; Okato *et al*., 2017a; Yamada *et al*., 2018b).

### 2.2 Quantitative real‐time reverse transcription polymerase chain reaction

Expression levels of *miR‐455‐5p* and *miR‐455‐3p* normalized to expression of *RNU4*8 were analyzed by TaqMan quantitative real‐time reverse transcription polymerase chain reaction (qRT‐PCR). *PIR* expression levels were normalized to *GAPDH* or *GUSB*. The procedure for qRT‐PCR quantification was described in our previous reports (Arai *et al*., 2017, 2018b; Goto *et al*., 2017; Kurozumi *et al*., 2016; Okato *et al*., 2017a; Yamada *et al*., 2018b). Details of the reagents used are shown in Table S2.

### 2.3 Transfection with mature miRNA, small‐interfering RNA, or plasmid vectors

For experiments involving mature miRNAs, small‐interfering RNAs (siRNAs), and plasmid vectors, we used pre‐miR miRNA precursors (*hsa‐miR‐455‐5p* and *hsa‐miR‐455‐3p*), Stealth Select RNAi siRNAs (si‐*PIR‐*1 and si‐*PIR‐*2), and negative control miRNA/siRNA as well as a *PIR* plasmid vector designed by Kazusa DNA Research (Product ID: FHC03682; Kisarazu, Japan). miRNAs or siRNAs were introduced into cells at a concentration of 10 nm by reverse transfection, and a vector plasmid was introduced into cells by forward transfection. The procedures were as previously reported (Arai *et al*., 2017, 2018b; Goto *et al*., 2017; Kurozumi *et al*., 2016; Okato *et al*., 2017a; Yamada *et al*., 2018b), and the reagent details are given in Table S2.

### 2.4 Small‐molecule PIR inhibitor bisamide for *in vitro* studies

Bisamide, which was previously reported to be a small‐molecule PIR inhibitor, was used to inhibit PIR in *in vitro* assays (CCT251236; MedChem Express Monmouth Junction, NJ, USA; Cat No. 1693731‐40‐6; Cheeseman *et al*., 2017). Bisamide was dissolved in DMSO, and the final DMSO concentration in experiments involving bisamide was ≤ 0.1%.

### 2.5 Cell proliferation, migration, and invasion assays

To investigate the functional roles of miRNAs or siRNAs in PCa cells, cell proliferation (XTT assay), migration (wound‐healing assay), and invasion (Matrigel invasion assay) assays were carried out as previously described (Arai *et al*., 2017, 2018b; Goto *et al*., 2017; Kurozumi *et al*., 2016; Okato *et al*., 2017a; Yamada *et al*., 2018b).

### 2.6 Validation of miRNAs incorporated into the RNA‐induced silencing complex

To explore whether both exogenous strands of pre‐*miR‐455* (*miR‐455‐5p* and *miR‐455‐3p*) were incorporated into the RNA‐induced silencing complex (RISC), we performed Ago2 immunoprecipitation assays using a miRNA isolation kit for human Ago2 (Wako, Osaka, Japan). The procedure was described previously (Goto *et al*., 2017; Okato *et al*., 2017a). Quantification of miRNAs bound to Ago2 was achieved by qRT‐PCR, and normalization was performed relative to the expression of *miR‐26a* that is unaffected by transfection with *miR‐455‐5p/‐3p*. Details of the reagents used are shown in Table S2.

### 2.7 Strategy for exploring genes regulated by *miR‐455‐5*p, *miR‐455‐3*p si‐*PIR*, and PIR inhibitor in PCa cells

We combined *in silico* database analyses and comprehensive gene expression analyses using an oligo microarray (Agilent Technologies, Tokyo, Japan; Human Ge 60K) to focus on target gene candidates as previously described (Arai *et al*., 2017, 2018a,b; Kurozumi *et al*., 2016; Okato *et al*., 2017a; Yamada *et al*., 2018b). For *in silico* analyses, we used the TargetScanHuman 7.1 database (June, 2016 release, http://www.targetscan.org/vert_71). The microarray data were deposited into the GEO database (https://www.ncbi.nlm.nih.gov/geo/).

### 2.8 Western blotting

Western blotting was carried out as previously described with anti‐PIR antibodies (diluted to 1 : 400) and anti‐glyceraldehyde 3‐phosphate dehydrogenase (GAPDH) antibodies (diluted to 1 : 10 000) as an internal loading control (Arai *et al*., 2017, 2018b; Kurozumi *et al*., 2016; Okato *et al*., 2017a; Yamada *et al*., 2018b). Antibody details are described in Table S2.

### 2.9 Plasmid construction and dual‐luciferase reporter assays

A partial wild‐type sequence of the *PIR* 3′‐untranslated region (UTR) or a sequence having a mutation in the *miR‐455‐5p* target site was inserted into the psiCHECK‐2 vector (C8021; Promega, Madison, WI, USA). The assay procedure was reported previously (Arai *et al*., 2017, 2018b; Kurozumi *et al*., 2016; Okato *et al*., 2017a; Yamada *et al*., 2018b).

### 2.10 Immunohistochemistry

Tissue specimens were incubated overnight at 4 °C with anti‐PIR antibodies (diluted to 1 : 80). Tissue microarrays were obtained from provitro (Cat. no. 4012209, Berlin, Germany). Details of the tissue microarray are given in http://www.provitro.com/fileadmin/provitro-data/TMA/4012209.pdf. The reagents used are described in Table S2, and the procedure was described previously (Arai *et al*., 2017, 2018a,b; Goto *et al*., 2017; Kurozumi *et al*., 2016; Okato *et al*., 2017a; Yamada *et al*., 2018b). IHC score was evaluated by weighted intensity. The intensity of staining was graded from 0 to 3 as follows: 0, negative staining; 1, mild staining; 2, moderate staining; and 3, intense staining. The procedure was performed as described previously (Okato *et al*., 2016).

### 2.11 The Cancer Genome Atlas database analyses of PCa

To investigate the clinical significance of miRNAs and genes in PCa patients, we utilized the The Cancer Genome Atlas (TCGA) database. Gene expression data and clinical information for PCa patients were analyzed using cBioPortal (http://www.cbioportal.org/; Gao *et al*., 2013). The data were downloaded on August 29, 2017. The expression of each gene was divided into two groups, high and low, and the period preceding postoperative recurrence (disease‐free survival) was compared and examined.

### 2.12 Statistical analysis

The relationship between two groups was analyzed using the Mann–Whitney *U*‐test. The relationship of three or more variables was analyzed using Bonferroni‐adjusted Mann–Whitney *U*‐tests. The correlation between two groups was evaluated by Spearman's rank test. Survival analyses by Kaplan–Meier method and log‐rank test were performed using jmp software (version 13; SAS Institute Inc., Cary, NC, USA). For all other analyses, expert statview (version 5; SAS Institute, Inc.) was used.

## 3 Results

### 3.1 Expression levels of both pre‐*miR‐455* strands in PCa specimens and cell lines

In the human genome, pre‐*miR‐455* is located on chromosome 9q32 and the mature sequences of *miR‐455‐5p* and *miR‐455‐3p* are 5′‐UAUGUGCCUUUGGACUACAUCG‐3′ and 5′‐GCAGUCCAUGGGCAUAUACAC‐3′, respectively (Fig. S1). *miR‐455‐5p* is the passenger strand (minor strand), and *miR‐455‐3p* is the guide strand (major strand). We validated *miR‐455‐5p* and *miR‐455‐3p* expression levels in clinical prostate specimens [benign prostate tissues: *n* = 17; HSPC: *n* = 17; and CRPC: *n* = 5; Table S1] and PCa cell lines (PC3, DU145, and C4‐2). qRT‐PCR indicated that *miR‐455‐5p* and *miR‐455‐3p* expression was markedly downregulated in HSPC and CRPC tissues compared with benign prostate tissues (*miR‐455‐5p*:* P *<* *0.0001 and *P *=* *0.0001; *miR‐455‐3p*:* P *<* *0.0001 and *P *=* *0.0002; Fig. 1A,B). PCa cell lines also had very low expression levels of both *miR‐455‐5p* and *miR‐455‐3p* (Fig. 1A,B). Moreover, *miR‐455‐5p* and *miR‐455‐3p* expression was positively correlated in prostate tissues (*r* = 0.938, *P *<* *0.0001; Fig. 1C). In general, the expression levels of miRNA passenger strands in clinical specimens are quite low, although here the expression levels of *miR‐455‐5p* and *miR‐455‐3p* were comparable. This result suggests that both the passenger strand and the guide strand may play important functional roles in PCa.

**Figure 1:**
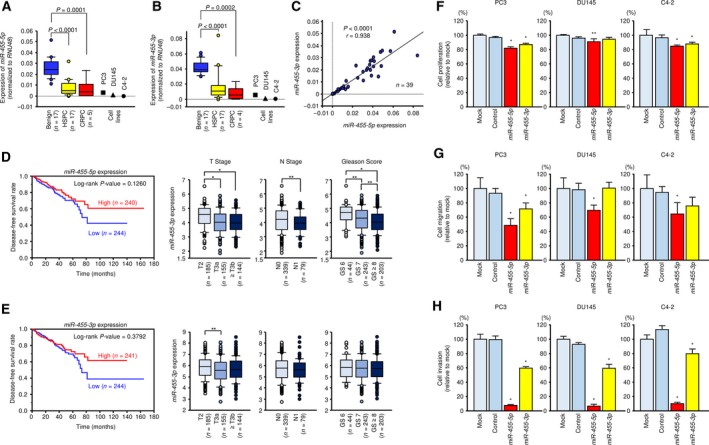
Expression of *miR‐455‐5p/‐3p* in clinical PCa specimens and functional analysis of *miR‐455‐5p/‐3p* in PCa cell lines. Expression levels of (A) *miR‐455‐5p* and (B) *miR‐455‐3p* in PCa clinical specimens and cell lines determined using qRT‐PCR. *RNU48* was used as an internal control. *P*‐values were calculated using Bonferroni‐adjusted Mann–Whitney *U*‐test. (C) Correlations between the relative expression levels of *miR‐455‐5p* and *miR‐455‐3p* analyzed by using Spearman's rank test. (D) Kaplan–Meier patient survival curves for DFS rates based on *miR‐455‐5p* expression (left) and relationships between *miR‐455‐5p* expression and T stage, N stage, and Gleason score (right) in PCa patients from the TCGA database. (E) Kaplan–Meier patient survival curves for DFS rates based on *miR‐455‐3p* expression (left) and relationships between expression of *miR‐455‐3p* and T stage, N stage, and Gleason score (right). *P <* *0.0001 and **P <* *0.05. *P*‐values were calculated using Mann–Whitney *U*‐test or Bonferroni‐adjusted Mann–Whitney *U*‐test. (F–H) Cell proliferation, migration, and invasion assays in cells transfected with *miR‐455‐5p/‐3p*. Error bars are represented as mean ± SD (*n* = 5, *n* = 8, and *n* = 8, respectively). *P <* *0.0001 and **P <* *0.05, relative to both mock and control. *P*‐values were calculated using Bonferroni‐adjusted Mann–Whitney *U*‐test.

### 3.2 Binding of both pre‐*miR‐455* strands to Ago2

To confirm that both *miR‐455‐5p* and *miR‐455‐3p* function by incorporating into the RISC, we performed immunoprecipitation with antibodies targeting Ago2, a central player for miRNA incorporation into the RISC (Fig. S2A). qRT‐PCR showed that the amount of *miR‐455‐5p* bound to Ago2 was significantly higher in *miR‐455‐5p* transfectants compared to mock‐transfected cells and cells transfected with miR‐control and *miR‐455‐3p* (*P *<* *0.0001; Fig. S2B). Similarly, the amount of *miR‐455‐3p* bound to Ago2 was markedly higher in *miR‐455‐3p* transfectants than that of mock‐, miR‐control‐, and *miR‐455‐5p‐*transfected cells (*P *<* *0.0001; Fig. S2B).

### 3.3 The clinical significance of *miR‐455‐5p/‐3p* in PCa patients and functional effects of restoring *miR‐455‐5p/‐3p* in PCa cells

To investigate the clinical significance of *miR‐455‐5p* and *miR‐455‐3p* in PCa patients, we carried out several analyses using the TCGA database. There was no significance in disease‐free survival (DFS) rate in the expression difference of *miR‐455‐5p*, but the prognosis tended to be poor in PCa patients with lower levels of *miR‐455‐5p* expression (Fig. 1D). Additionally, analyses of T stage, N stage, and Gleason score showed that *miR‐455‐5p* expression was markedly decreased in advanced PCa cases or cases with high malignancy (Fig. 1D). On the other hand, no clinically significant differences were seen for *miR‐455‐3p* expression in terms of survival or stage (Fig. 1E).

To confirm the functional roles of *miR‐455‐5p* and *miR‐455‐3p*, we performed ectopic expression assays and evaluated the cell proliferation, migration, and invasion activity in PCa cells (PC3, DU145, and C4‐2). Our ectopic expression assays showed that *miR‐455‐5p* inhibited cancer cell migration and invasive abilities in all PCa cells (Fig. 1G,H). In contrast to *miR‐455‐5p*, the inhibitory effects of the migration and invasive abilities of *miR‐455‐3p* were inferior in all PCa cells (Fig. 1G,H). In addition, both miRNAs had only slight suppression effects on cell proliferation in PCa cells (Fig. 1F).

These results suggested that *miR‐455‐5p* is clinically important in PCa and acts as an antitumor miRNA to suppress cancer cell migration and invasive abilities *in vitro*.

### 3.4 Search for putative oncogenes regulated by *miR‐455‐5p/‐3p* in PCa cells

To identify oncogenes regulated by *miR‐455‐5p*, we searched the TargetScanHuman 7.1 database and compiled a list of 3032 candidate genes having sites in the 3′‐UTR that are bound by *miR‐455‐5p*. From these candidate genes, we selected 70 genes that also showed downregulated expression (fold change log_2_^ ^< −1.5) in PCa cells transfected with *miR‐455‐5p* (GEO accession number: GSE100746; Table 1A). Then, we analyzed the patient's DFS in the TCGA database and selected genes significantly associated with poor prognosis when expressed at high level. The flowchart of the search is shown in Fig. 2A. These analyses identified four genes: *PIR*,* LRP8*,* IGFBP3*, and *DMBX1* (Fig. 2B). We also used the same method for *miR‐455‐3p* and identified four candidate oncogenes: *CCDC64*,* TUBB1*,* KIF21*B, and *NFAM1* (Fig. 2C,D and Table 1B). The results of clinicopathological analyses in PCa patients (T stage, N stage, and Gleason score) for the expression of these eight genes are shown in Fig. 3C and Fig. S3.

**Table 1:** Putative target genes regulated by (A) *miR‐455‐5p* and (B) *miR‐455‐3p* in PCa cells

(A)						
Entrez gene ID	Gene symbol	Gene name	Location	No. conserved sites	No. poorly conserved sites	PC3 *miR‐455‐5p* transfectant (Log_2_ ratio)
5738	*PTGFRN*	Prostaglandin F2 receptor inhibitor	1p13.1	1	0	−2.78
137075	*CLDN23*	Claudin 23	8p23.1	0	1	−2.73
11031	*RAB31*	RAB31, member RAS oncogene family	18p11.22	0	3	−2.63
66008	*TRAK2*	Trafficking protein, kinesin binding 2	2q33.1	1	1	−2.63
7084	*TK2*	Thymidine kinase 2, mitochondrial	16q21	0	2	−2.56
10959	*TMED2*	Transmembrane emp24 domain trafficking protein 2	12q24.31	1	1	−2.45
3964	*LGALS8*	Lectin, galactoside‐binding, soluble, 8	1q43	0	1	−2.44
4201	*MEA1*	Male‐enhanced antigen 1	6p21.1	0	1	−2.41
9563	*H6PD*	Hexose‐6‐phosphate dehydrogenase (glucose 1‐dehydrogenase)	1p36.22	0	1	−2.38
141	*ADPRH*	ADP‐ribosylarginine hydrolase	3q13.33	0	2	−2.37
2820	*GPD2*	Glycerol‐3‐phosphate dehydrogenase 2 (mitochondrial)	2q24.1	0	2	−2.33
8544	*PIR*	Pirin (iron‐binding nuclear protein)	Xp22.2	0	1	−2.29
29943	*PADI1*	Peptidyl arginine deiminase, type I	1p36.13	0	1	−2.29
7804	*LRP8*	Low‐density lipoprotein receptor‐related protein 8, apolipoprotein e receptor	1p32.3	0	2	−2.28
314	*AOC2*	Amine oxidase, copper containing 2 (retina‐specific)	17q21.31	0	1	−2.25
4038	*LRP4*	Low‐density lipoprotein receptor‐related protein 4	11p11.2	0	1	−2.17
64506	*CPEB1*	Cytoplasmic polyadenylation element binding protein 1	15q25.2	1	0	−2.15
8000	*PSCA*	Prostate stem cell antigen	8q24.3	0	1	−2.14
8895	*CPNE3*	Copine III	8q21.3	0	1	−2.11
8228	*PNPLA4*	Patatin‐like phospholipase domain containing 4	Xp22.31	0	1	−2.08
127343	*DMBX1*	Diencephalon/mesencephalon homeobox 1	1p33	0	2	−2.05
54749	*EPDR1*	Ependymin related 1	7p14.1	0	2	−1.98
3992	*FADS1*	Fatty acid desaturase 1	11q12.2	0	2	−1.97
659	*BMPR2*	Bone morphogenetic protein receptor, type II (serine/threonine kinase)	2q33.2	0	2	−1.96
1047	*CLGN*	Calmegin	4q31.1	0	1	−1.94
100128927	*ZBTB42*	Zinc finger and BTB domain containing 42	14q32.33	0	2	−1.94
10584	*COLEC10*	Collectin subfamily member 10 (C‐type lectin)	8q24.12	0	2	−1.90
143903	*LAYN*	Layilin	11q23.1	1	1	−1.87
22873	*DZIP1*	DAZ interacting zinc finger protein 1	13q32.1	0	1	−1.84
79718	*TBL1XR1*	Transducin (beta)‐like 1 X‐linked receptor 1	3q26.32	1	0	−1.84
56180	*MOSPD1*	Motile sperm domain containing 1	Xq26.3	0	1	−1.84
3486	*IGFBP3*	Insulin‐like growth factor binding protein 3	7p12.3	0	1	−1.82
84327	*ZBED3*	Zinc finger, BED‐type containing 3	5q13.3	0	2	−1.80
203447	*NRK*	Nik‐related kinase	Xq22.3	0	1	−1.78
1238	*ACKR2*	Atypical chemokine receptor 2	3p22.1	0	1	−1.77
9194	*SLC16A7*	Solute carrier family 16 (monocarboxylate transporter), member 7	12q14.1	0	3	−1.76
128989	*TANGO2*	Transport and golgi organization 2 homolog (Drosophila)	22q11.21	0	1	−1.74
9870	*AREL1*	Apoptosis‐resistant E3 ubiquitin protein ligase 1	14q24.3	0	1	−1.72
5500	*PPP1CB*	Protein phosphatase 1, catalytic subunit, beta isozyme	2p23.2	0	1	−1.71
6444	*SGCD*	Sarcoglycan, delta (35 kDa dystrophin‐associated glycoprotein)	5q33.3	0	1	−1.70
4942	*OAT*	Ornithine aminotransferase	10q26.13	0	1	−1.66
116071	*BATF2*	Basic leucine zipper transcription factor, ATF‐like 2	11q13.1	0	1	−1.65
286077	*FAM83H*	Family with sequence similarity 83, member H	8q24.3	0	1	−1.64
414149	*ACBD7*	Acyl‐CoA binding domain containing 7	10p13	0	2	−1.64
100132386	*KRTAP4‐9*	Keratin associated protein 4‐9	17q21.2	0	2	−1.63
55163	*PNPO*	Pyridoxamine 5′‐phosphate oxidase	17q21.32	0	1	−1.63
23414	*ZFPM2*	Zinc finger protein, FOG family member 2	8q22.3	1	0	−1.63
26049	*FAM169A*	Family with sequence similarity 169, member A	5q13.3	0	2	−1.63
83394	*PITPNM3*	PITPNM family member 3	17p13.2	0	1	−1.63
132228	*LSMEM2*	Leucine‐rich single‐pass membrane protein 2	3p21.31	0	1	−1.61
8428	*STK24*	Serine/threonine kinase 24	13q32.2	1	0	−1.60
4352	*MPL*	Myeloproliferative leukemia virus oncogene	1p34.2	0	1	−1.60
1901	*S1PR1*	Sphingosine‐1‐phosphate receptor 1	1p21.2	1	1	−1.60
9258	*MFHAS1*	Malignant fibrous histiocytoma amplified sequence 1	8p23.1	1	0	−1.59
9779	*TBC1D5*	TBC1 domain family, member 5	3p24.3	0	1	−1.58
57722	*IGDCC4*	Immunoglobulin superfamily, DCC subclass, member 4	15q22.31	0	1	−1.57
144110	*TMEM86A*	Transmembrane protein 86A	11p15.1	1	1	−1.57
2782	*GNB1*	Guanine nucleotide binding protein (G protein), beta polypeptide 1	1p36.33	0	1	−1.56
255027	*MPV17L*	MPV17 mitochondrial membrane protein‐like	16p13.11	0	1	−1.56
81031	*SLC2A10*	Solute carrier family 2 (facilitated glucose transporter), member 10	20q13.12	0	1	−1.55
9214	*FAIM3*	Fas apoptotic inhibitory molecule 3	1q32.1	0	1	−1.55
153339	*TMEM167A*	Transmembrane protein 167A	5q14.2	1	0	−1.54
8498	*RANBP3*	RAN binding protein 3	19p13.3	1	0	−1.54
11337	*GABARAP*	GABA(A) receptor‐associated protein	17p13.1	0	1	−1.54
83445	*GSG1*	Germ cell associated 1	12p13.1	0	2	−1.53
142940	*TRUB1*	TruB pseudouridine (psi) synthase family member 1	10q25.3	0	1	−1.53
10423	*CDIPT*	CDP‐diacylglycerol‐inositol 3‐phosphatidyltransferase	16p11.2	0	1	−1.53
4155	*MBP*	Myelin basic protein	18q23	0	1	−1.52
374900	*ZNF568*	Zinc finger protein 568	19q13.12	0	1	−1.52
9658	*ZNF516*	Zinc finger protein 516	18q23	1	1	−1.51

(B)						
Entrez gene ID	Gene symbol	Gene name	Location	No. conserved sites	No. poorly conserved sites	PC3 *miR‐455‐3p* transfectant (Log_2_ ratio)
9887	*SMG7*	SMG7 nonsense‐mediated mRNA decay factor	1q25.3	0	1	−2.24
81033	*KCNH6*	Potassium voltage‐gated channel, subfamily H (eag‐related), member 6	17q23.3	0	1	−2.08
8778	*SIGLEC5*	Sialic acid binding Ig‐like lectin 5	19q13.41	0	1	−2.02
92558	*CCDC64*	Coiled‐coil domain containing 64	12q24.23	0	1	−1.88
23201	*FAM168A*	Family with sequence similarity 168, member A	11q13.4	0	2	−1.86
50615	*IL21R*	Interleukin‐21 receptor	16p12.1	0	1	−1.81
56479	*KCNQ5*	Potassium voltage‐gated channel, KQT‐like subfamily, member 5	6q13	0	3	−1.81
7099	*TLR4*	Toll‐like receptor 4	9q33.1	0	2	−1.77
85441	*HELZ2*	Helicase with zinc finger 2, transcriptional coactivator	20q13.33	0	1	−1.76
339327	*ZNF546*	Zinc finger protein 546	19q13.2	0	1	−1.76
79663	*HSPBAP1*	HSPB (heat shock 27 kDa) associated protein 1	3q21.1	1	0	−1.75
81027	*TUBB1*	Tubulin, beta 1 class VI	20q13.32	0	1	−1.71
23046	*KIF21B*	Kinesin family member 21B	1q32.1	0	2	−1.71
1236	*CCR7*	Chemokine (C‐C motif) receptor 7	17q21.2	0	1	−1.66
1002	*CDH4*	Cadherin 4, type 1, R‐cadherin (retinal)	20q13.33	0	1	−1.61
1238	*ACKR2*	Atypical chemokine receptor 2	3p22.1	0	1	−1.59
150372	*NFAM1*	NFAT activating protein with ITAM motif 1	22q13.2	0	3	−1.53
283078	*MKX*	Mohawk homeobox	10p12.1	0	1	−1.51

**Figure 2:**
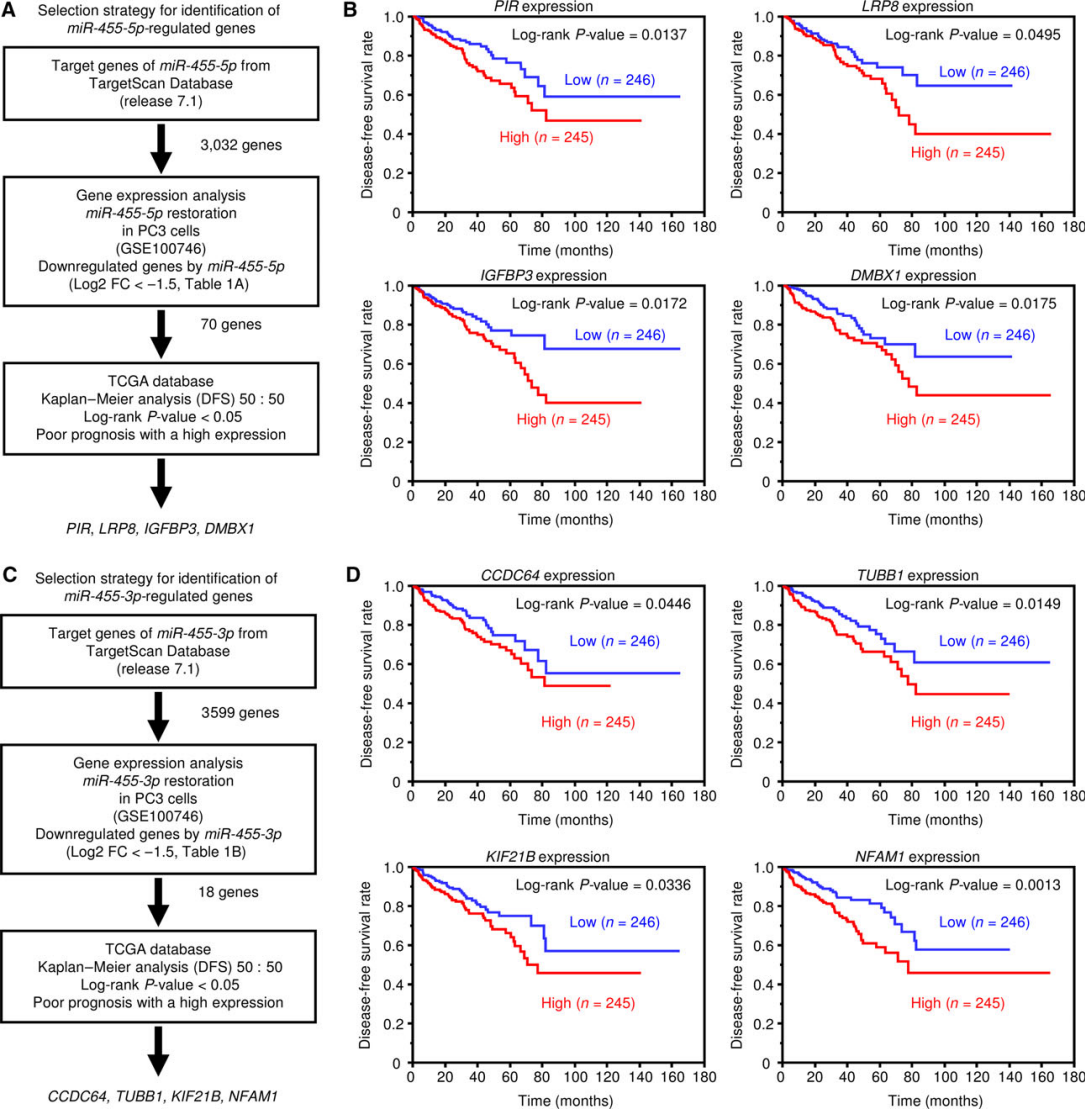
Identification of *miR‐455‐5p/‐3p* target genes and relationship between putative target genes and DFS rates. (A) Flowchart of the strategy used to identify *miR‐455‐5p* target genes. (B) Kaplan–Meier patient survival curves for DFS rates based on *PIR, LRP8, IGFBP3*, and *DMBX1* expression in PCa patients from the TCGA database. (C) Flowchart of the strategy to identify *miR‐455‐3p* target genes. (D) Kaplan–Meier patient survival curves for DFS rates based on *CDC64, TUBB1, KIF21B*, and *NFAM1* expression.

**Figure 3:**
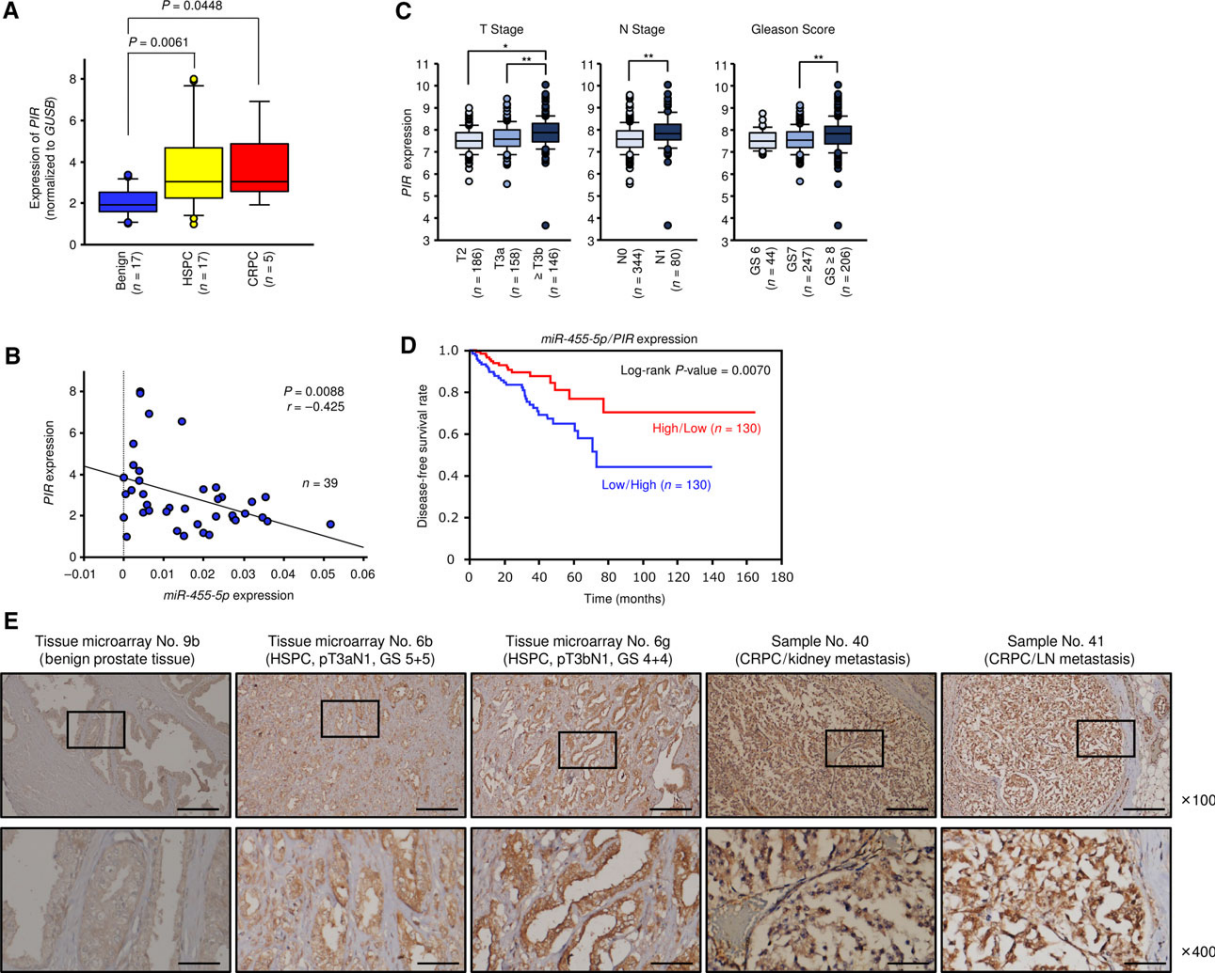
Expression of PIR in clinical PCa specimens and relationship between *PIR* and clinicopathological factors. (A) Expression levels of *PIR* in PCa clinical specimens and cell lines. *GUSB* was used as an internal control. *P*‐values were calculated using Bonferroni‐adjusted Mann–Whitney *U*‐test. (B) Negative correlation between *miR‐455‐5p* and *PIR* expression analyzed by using Spearman's rank test. (C) Relationships between *PIR* expression and T stage, N stage, and Gleason score in PCa patients from the TCGA database. *P <* *0.0001, **P <* *0.001. *P*‐values were calculated using Mann–Whitney *U*‐test or Bonferroni‐adjusted Mann–Whitney *U*‐test. (D) Kaplan–Meier patient survival curves for DFS rates by a combination of *miR‐455‐5p* and *PIR* expression (*miR‐455‐5p* high/*PIR* low versus *miR‐455‐5p* low/*PIR* high). (E) Immunochemical staining of PIR in prostate specimens. Scale bars of ×100 and ×400 represent 200 and 50 μm, respectively.

### 3.5 Prognostic application of genes regulated by miRNAs

We then attempted to determine whether useful prognostic evaluations could be made by examining the expression levels of each gene targeted by *miR‐455‐5p* or *miR‐455‐3p*. To evaluate gene expression, we created heatmaps by cluster analyses using R2: Genomics Analysis and Visualization Platform (https://r2.amc.nl/; Fig. S4A,C). For each of the four candidate genes for *miR‐455‐5p* and *miR‐455‐3p* regulation, we determined the averages of the *Z*‐scores and analyzed the DFS based on the resulting value (*Z*‐score < 0 versus ≥ 0). The candidate genes regulated by *miR‐455‐5p* and *miR‐455‐3p* showed significant differences in expression (*P *<* *0.0001 and *P *<* *0.0001, respectively; Fig. S4B,D). In particular, the Kaplan–Meier curve for DFS generated from a combination of the four candidate target genes for *miR‐455‐5p* showed a great impact.

Here, we focused on genes that were regulated by *miR‐455‐5p* and are thought to be important in controlling PCa progression. Among the four final candidate oncogenes, *PIR* showed the highest *miR‐455‐5p*‐mediated downregulation of expression and had the most significant effect on prognosis according to a log‐rank test.

### 3.6 *PIR* expression was directly regulated by *miR‐455‐5p* in PCa cells

To confirm the control of *PIR* expression by *miR‐455‐5p*, we performed qRT‐PCR and western blotting. Both *PIR* mRNA and protein expression levels were significantly reduced by *miR‐455‐5p* transfection compared to those of mock‐ or miR‐control‐transfected cells (Fig. S5A,B).

According to the TargetScan database, *miR‐455‐5p* binds to position 167–173 in the 3′‐UTR of *PIR*. To validate the direct binding of *miR‐455‐5p* to *PIR* mRNA, we performed luciferase reporter assays, which showed that the luminescence intensity was markedly decreased by cotransfection with *miR‐455‐5p* and a vector carrying wild‐type *PIR* 3′‐UTR. On the other hand, cells cotransfected with a vector carrying a mutated *miR‐455‐5p* target site showed no change in luminescence intensity (Fig. S5C).

### 3.7 *PIR* expression in PCa clinical specimens

We evaluated *PIR* expression in PCa clinical specimens (benign prostate tissues: *n* = 17; HSPC tissues: *n* = 17; and CRPC tissues: *n* = 5; Table S1). *PIR* expression was significantly upregulated in HSPC as compared to normal tissues and tended to be increased in CRPC tissues (*P *=* *0.0061 and *P *=* *0.0448, respectively; Fig. 3A). A Spearman's rank test showed a significant inverse correlation between *PIR* and *miR‐455‐5p* expression (*P *=* *0.0088, *r* = −0.425; Fig. 3B).

Immunohistochemistry analysis of PIR protein expression in PCa clinical specimens (tissue microarray and Table S1) indicated strong expression of the PIR protein in the cytoplasm of PCa cells (Fig. 3E). According to evaluation using tissue microarray, the expression score for PIR protein was significantly higher in PCa tissues than in noncancerous tissues (Fig. S6A). The patient backgrounds and IHC scores of PIR are summarized in Table S3, and representative immunostaining pictures are shown in Fig. S6B–D.

### 3.8 Clinical significance of *PIR* in PCa

As mentioned above, high expression of *PIR* was associated with poor prognosis in DFS (Fig. 2B). According to the TCGA database, *PIR* expression was enhanced in cases with advanced T stage, advanced N stage, and high Gleason score (Fig. 3C). Patients having low *miR‐455‐5p*/high *PIR* expression had significantly shorter DFS than the high‐*miR‐455‐5p*/low‐*PIR* group (Fig. 3D), suggesting that by combination of these two factors, it would be possible to predict the prognosis of PCa patients more effectively than to evaluate by *PIR* alone.

### 3.9 Effects of *PIR* silencing in PCa cell lines

We examined the effects of *PIR* knockdown in PC3, DU145, and C4‐2 cells using two types of si‐*PIR*: si‐*PIR‐*1 and si‐*PIR*‐2. Both siRNAs effectively downregulated *PIR* mRNA and PIR protein expression (Fig. S7A,B). Additionally, functional assays showed antitumor effects, particularly reduced cell migration and invasion, upon *PIR* knockdown (Fig. 4A–C).

**Figure 4:**
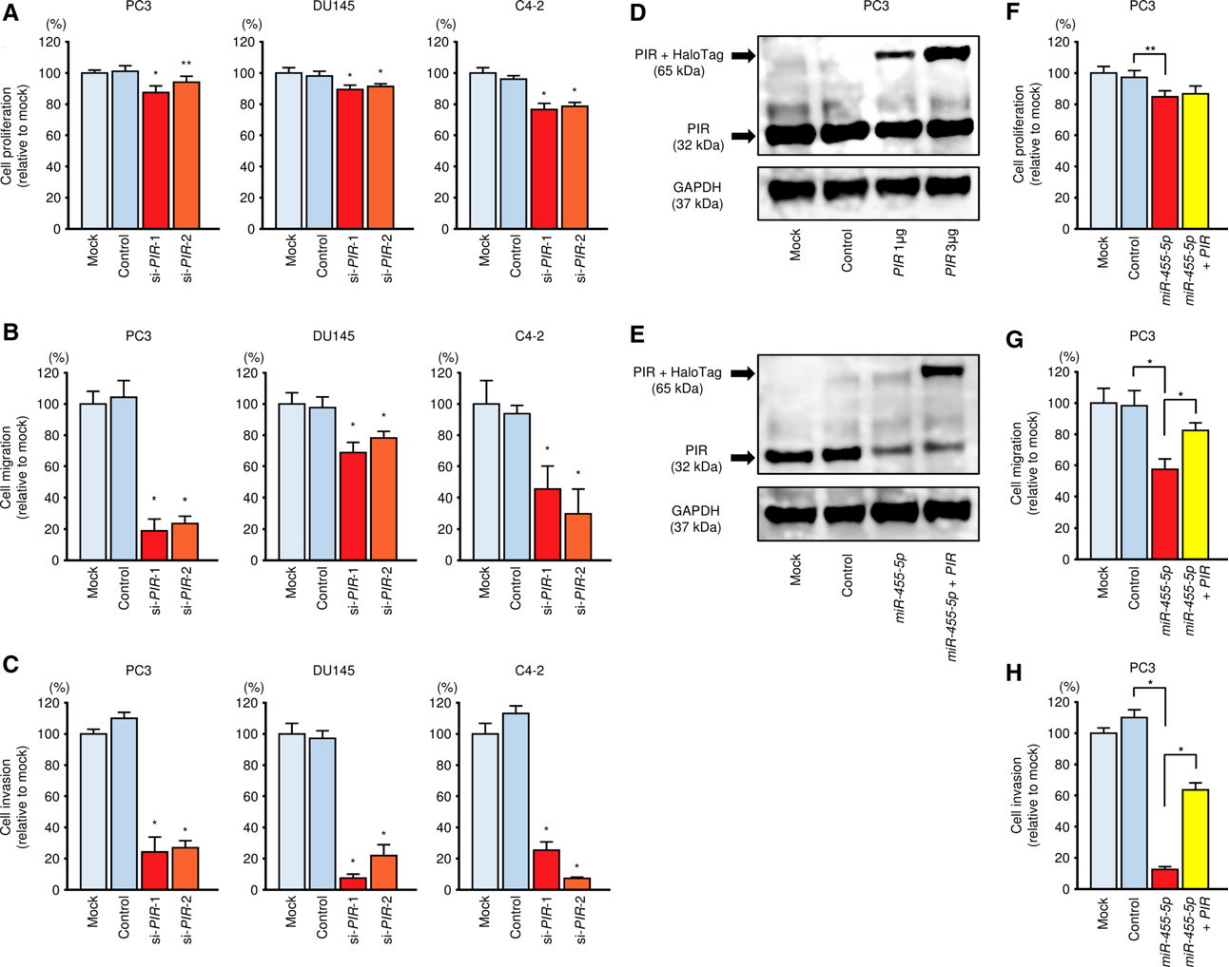
Functional analysis of *PIR* in PCa cells. (A–C) Knockdown assay with si‐*PIR*. Cell proliferation, migration, and invasion assays following transfection with si‐*PIR*‐1 and si‐*PIR‐*2. Error bars are represented as mean ± SD (*n* = 5, *n* = 8, and *n* = 8, respectively). *P <* *0.0001 and **P <* *0.001, relative to both mock and control. *P*‐values were calculated using Bonferroni‐adjusted Mann–Whitney *U*‐test. (D) PIR protein expression was evaluated by western blot analysis of PC3 cells 48 h after forward transfection with the *PIR* vector. GAPDH was used as a loading control. (E) PIR protein expression was evaluated by western blot analysis of PC3 cells 72 h after reverse transfection with *miR‐455‐5p* and 48 h after forward transfection with the *PIR* vector. (F–H) Rescue experiments with *miR‐455‐5p* and *PIR* vector. Cell proliferation, migration, and invasion assays following transfection with *miR‐455‐5p* and *PIR* vector. Error bars are represented as mean ± SD (*n* = 5, *n* = 8, and *n* = 8, respectively). *P <* *0.0001, **P <* *0.001. *P*‐values were calculated using Bonferroni‐adjusted Mann–Whitney *U*‐test.

### 3.10 Effects of *PIR/miR‐455‐5p* cotransfection of PC3 cells

We performed *PIR* rescue experiments by cotransfection with *PIR* and *miR‐455‐5p* in PC3 cells. Western blot was used to confirm the restoration of PIR protein levels (Fig. 4D,E). Although proliferation rates were not noticeably affected by *PIR* rescue (Fig. 4F), the migration and invasion capacities of PC3 cells were recovered by cotransfection with *PIR* and *miR‐455‐5p* (Fig. 4G,H), suggesting that the *miR‐455‐5p/PIR* axis may play an important role in PCa progression.

### 3.11 Antitumor effects using a small‐molecule PIR inhibitor in PC3 cells

We examined the tumor‐suppressive effects *in vitro* using the recently described small‐molecule PIR inhibitor bisamide (CCT251236; Cheeseman *et al*., 2017). In PC3, DU145, and C4‐2 cells using bisamide, the expression of *PIR* at the mRNA level was decreased in a concentration‐dependent manner (Fig. S8). We evaluated cell proliferation, migration (wound‐healing), and invasion activities at different bisamide concentrations ranging from 1 to 100 nm in PC3, DU145, and C4‐2 cells. In the wound‐healing assay, the cells were plated at high confluency to reduce the influence of cell proliferation suppression and bisamide was administered after scratching.

First, the result of the XTT assay over time is shown in Fig. 5A. In all cell lines, bisamide suppressed cell proliferation in a concentration‐dependent manner, and its ability was almost lost at concentrations above 100 nm. A dose‐dependent curve in each cell line at 72 h is shown in Fig. 5B. Furthermore, as a result of evaluating migration and invasive abilities using PC3 cells, they were similarly suppressed by concentration dependence of bisamide (migration; Fig. 5C,D; and invasion; Fig. 5E,F). The aggressiveness of cancer cells disappeared under 100 nm bisamide or more. The dramatic effects on migration and invasion were thought to be due to the failure of the cells to proliferate in the presence of high concentrations of bisamide.

**Figure 5:**
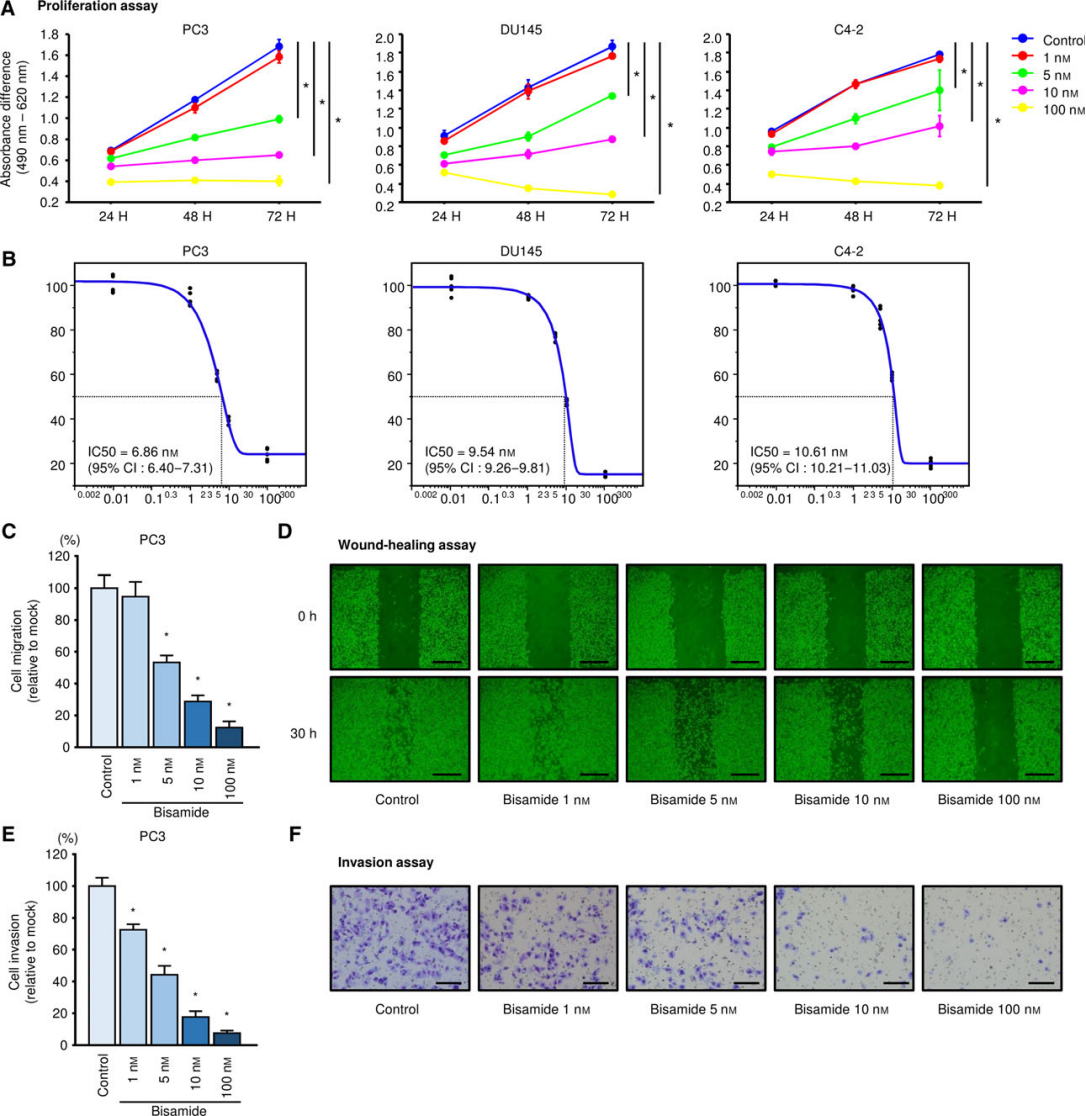
Effects of the small‐molecule PIR inhibitor bisamide (CCT251236) on PCa proliferation, migration, and invasion. (A) Proliferation curves over time according to the results of XTT assays following bisamide treatment in PC3, DU145, and C4‐2 were generated using the absorbance difference between 490 and 620 nm. Error bars are represented as mean ± SD (*n* = 5). *P <* *0.0001, relative to control at 72 h. *P*‐values were calculated using Bonferroni‐adjusted Mann–Whitney *U*‐test. (B) Dose‐dependent curves of bisamide on cell proliferation at 72 h in PC3, DU145, and C4‐2. The IC50 was calculated using jmp software. (C) Cell migration assays using bisamide in PC3. Error bars are represented as mean ± SD (*n* = 8). *P <* *0.0001, relative to control. *P*‐values were calculated using Bonferroni‐adjusted Mann–Whitney *U*‐test. (D) Phase micrographs of wound‐healing assays using bisamide in PC3. Scale bars represent 500 μm. (E) Cell invasion assays using bisamide in PC3. Error bars are represented as mean ± SD (*n* = 8). *P <* *0.0001, relative to control. *P*‐values were calculated using Bonferroni‐adjusted Mann–Whitney *U*‐test. (F) Phase micrographs of invasion assays using bisamide in PC3. Scale bars represent 200 μm.

### 3.12 Search for genes downstream of *PIR*

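The si-PIR arrays compared RNA of PC3 cells, a human prostate cancer cell line, on 2 Agilent Human GE 60K microarrays. On each array, RNA of mock cells that received no transfection was labelled with Cy3 and RNA of cells transfected with an siRNA against PIR was labelled with Cy5. The deposited labels name the siRNAs si-PIR-2 and si-PIR-3, whereas the paper's methods and Table S4 name si-PIR-1 and si-PIR-2, and the arrays are called here by their labels. By the paper's methods, the siRNAs were used at 10 nM. Each siRNA had 1 array and the dyes were not swapped. The bisamide arrays were not analysed here. A further 6 arrays deposited together with these 2 served for comparison, each with the mock cells of its own cell line in Cy3 and miRNA-transfected cells in Cy5. They held miR-144-5p and miR-144-3p in SK-MES-1 lung cancer cells, miR-204-5p in SW1990 pancreatic and MDA-MB-231 breast cancer cells, and miR-130-5p and miR-130-3p in PANC1 pancreatic cancer cells. Every array held 62976 spots, of which 60901 were not control spots and covered 58201 probes and 43317 gene names. On the array labelled si-PIR-2, the Cy3 signal was well above background for 25741 probes (44.2%) and the Cy5 signal for 31233 probes (53.7%). On the array labelled si-PIR-3, these numbers were 26239 (45.1%) and 30434 (52.3%). The median spot had a Cy3 intensity of 24.8 and a Cy5 intensity of 25.7 on the former array, over median backgrounds of 20 and 17, and on the latter array the intensities were 25.5 and 24.9, over backgrounds of 22 and 17. No spot was saturated. The number of arrays limits the precision of every value.

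The authors quantified the arrays with Agilent Feature Extraction, which corrects the background and gives for each spot the log10 of Cy5 over Cy3. The authors' deposited value table holds the same ratios, with a largest difference of 0. The paper's text names no further normalization and no test for the arrays, and its statistics section names Mann-Whitney U-tests and Spearman's rank test without mentioning arrays. For the values given here, the mean intensities were corrected by normexp with an offset of 50 and normalized within each array by loess. Control spots and spots marked as outliers (136 and 157 spots) were left out, and spots of a probe were averaged. Each gene was represented by its brightest probe among those well above background in at least 1 channel on both arrays, which left 22503 genes. The mean log2 ratio was tested against 0 with limma and Benjamini-Hochberg adjustment. The mock RNA counts as 1 control sample, and its own spread is left out of this test. The offset draws the ratios of dim probes toward 0. In data simulated for this comparison over 43317 genes, genes lowered by 3 on the log2 scale were fitted at a median of -2.19 where the net mock intensity was over 200, and at -0.34 where it was 10 to 50.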

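The targeted gene PIR is represented by 1 probe, A_23_P137035, which was designed to the transcript NM_003662 and which the array annotation places on chromosome X of hg19 from 15403058 to 15403117. Its mean Cy3 intensity in mock cells was 1725 and 1812 on the arrays labelled si-PIR-2 and si-PIR-3, and its Cy5 intensity in transfected cells was 92.1 and 170.3. The log2 ratio was -4.57 and -3.80, a mean of -4.18 ± 0.546 (SD of the 2 arrays). The standard error was 0.240 and the adjusted p 0.440 by limma, so that the fall on both arrays did not pass the threshold of 0.05 after adjustment over all genes. Of the alternatives, the ratio of the scanner software gave PIR the largest fall, -4.86, and centring each array on its median gave the smallest, -3.51. The adjusted p of PIR ranged from 0.0367 to 0.453 over the alternatives. The lowest came from a limma fit that set the 2 si-PIR arrays against the 6 other arrays as replicates.

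Over all 22503 genes, limma called 0 genes lower and 0 genes higher at an adjusted p under 0.05, while 1081 lower and 1353 higher genes had an unadjusted p under 0.05. With each array centred on its median in place of loess, limma called 12 lower and 6093 higher genes. The log2 ratio was below -1.5 on both arrays for 3 genes, PIR, TMED10 and NAA50, and above 1.5 on both for 1 gene, RN7SL1. By the ratio of the scanner software, 22 of the genes that passed the filter on dim probes were below -1.5 on both arrays and 47 above 1.5. The genes with the largest fall in the weaker of the 2 arrays were PIR, TMED10 (mean log2 ratio -1.85), NAA50 (-2.12), IFIT1 (-1.64) and the transcript BQ934349 (-1.60). The probe of TMED10 has a run of GGGG, but a second probe without it also fell, with a mean of -1.52. A second probe of NAA50 did not fall, with a mean of 0.18. The genes with the largest rise were RN7SL1 (2.21), DICER1 (1.64), HMGA2 (1.77), COL5A1 (1.51) and CLDN11 (1.46). Other probes of HMGA2 rose less, with means of 0.42 and 0.34, and those of COL5A1 had means of 0.21 and -0.01. All of these genes had an adjusted p of 0.440. On the 6 arrays of other transfections, the log2 ratios of the genes that rose ranged from 0.055 to 1.20 for RN7SL1, -0.36 to 1.24 for DICER1, -0.19 to 1.88 for HMGA2, -0.067 to 0.90 for COL5A1 and -0.29 to 2.46 for CLDN11. Those of the genes that fell ranged from -1.58 to 0.018 for PIR, -1.48 to 0.24 for TMED10, -0.75 to 0.19 for NAA50, -1.35 to 0.64 for IFIT1 and -0.64 to 0.22 for BQ934349, and 5 of the 6 values of PIR were -0.26 or higher.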

We next used microarray analyses with si‐*PIR* or bisamide (GEO accession number: GSE115801 and GSE115800, respectively) to identify downstream genes affected by *PIR* in PCa cells (Fig. S9A; Tables [Link], [Link]–S6). 

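ACTL8 (actin like 8, NM_030812) has 2 probes on the array, both on chromosome 1 of hg19. The probe whose scanner ratios Table S4 lists, A_32_P176018, lies from 18153390 to 18153449 and carries a run of GGGG. Its mock Cy3 intensity was 50.6 and 52.4 on the arrays labelled si-PIR-2 and si-PIR-3, well above background on both. Its Cy5 intensity in si-PIR-transfected cells was 18.5 and 19.8, not well above background on either array. The ratios of this probe therefore have no measured size, and they are open to dye bias, since the dyes were not swapped. The normalized log2 ratio was -0.78 and -0.76, a mean of -0.77 ± 0.014 (SD of the 2 arrays), with a standard error of 0.0585 and an adjusted p of 0.440 by limma. By the scanner software, which subtracts the background in full, the log2 ratio was -5.29 and -4.40, a mean of -4.85.

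The second probe, A_33_P3288659, lies from 18152913 to 18152972 and has no run of GGGG. Its mock intensity was 28.8 and 28.9 and its Cy5 intensity 32.7 and 28.6, both well above background on both arrays. Its normalized log2 ratio was -0.07 and -0.08, and its scanner ratio was 0.04 and -0.24. When probes had to be well above background in both channels, this second probe represented ACTL8. On the 6 arrays of other cell lines and miRNAs, the scanner ratio of the Table S4 probe lay between -5.36 and -3.83 and that of the second probe between 0.11 and 1.66. The mock signal of the second probe was not well above background on any of these 6 arrays, so its ratios there have no measured size. With the mean of these 6 arrays subtracted, the normalized log2 ratio of ACTL8 by its Table S4 probe was 0.080, with an adjusted p of 0.915 by a limma fit of all 8 arrays. The Cy5 signal of the Table S4 probe was not well above background on any of the 8 arrays. This value therefore compares mock levels and does not measure a response to si-PIR.

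**Figure D1:**
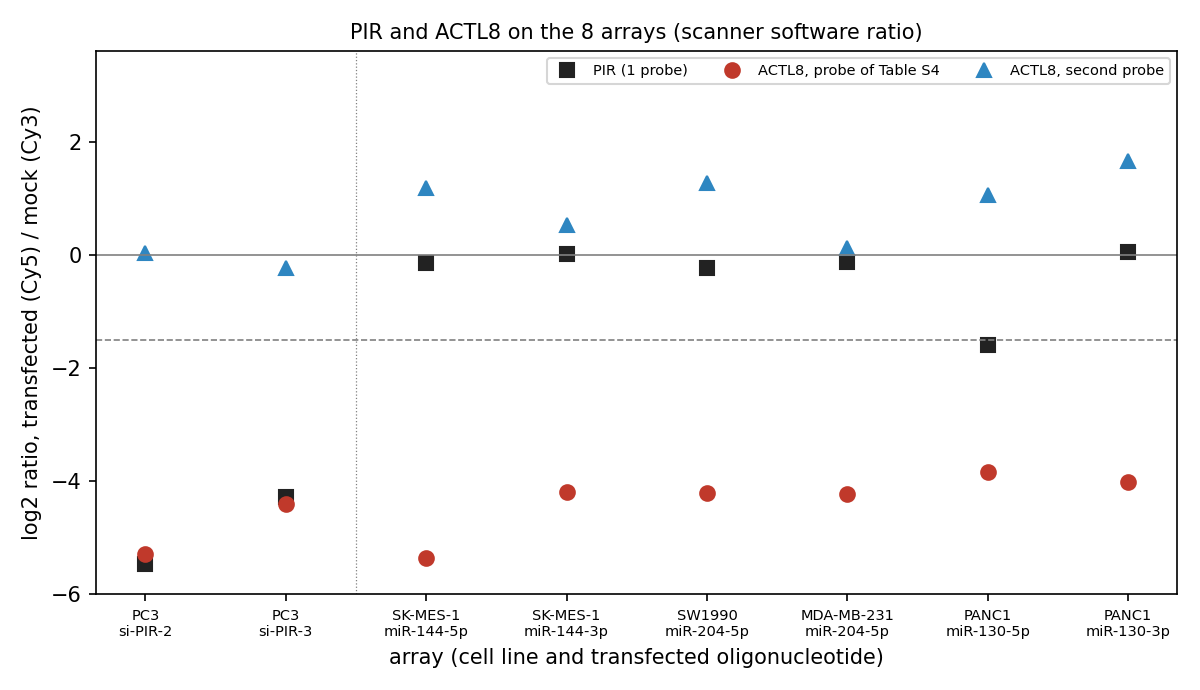
Scanner log2 ratio of transfected (Cy5) over mock (Cy3) cells on each of the 8 arrays, for the PIR probe (squares), the ACTL8 probe of Table S4 (circles) and the second ACTL8 probe (triangles). The dashed line marks -1.5 and the dotted line separates the 2 si-PIR arrays from the 6 arrays of other transfections; the ACTL8 probe of Table S4 lies at -3.83 or lower on all 8, and each point is 1 array without replicate.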

Interestingly, *ACTL8* was detected by si‐*PIR* and bisamide mediated downstream gene in PCa cells (Tables [Link], [Link]–S6). *ACTL8* belongs to the cancer testis antigen (CTA) family (Yao *et al*., 2014). Although biological roles of CTAs are hardly elucidated, it is known as a multifunctional protein group having a specific expression pattern in various types of cancer cells (Gordeeva, 2018). At this time, functional significance of *ACTL8* for PCa cells is unknown. In the future, detailed functional analysis of *ACTL8* in PCa cells is necessary.

Given that bisamide is an inhibitor of heat shock transcriptional factor 1 (HSF1) stress pathways (Cheeseman *et al*., 2017), we investigated its effect on HSF1‐mediated genes, particularly for those genes registered in the Reactome pathway ‘Cellular response to heat stress’ (https://reactome.org/). The expression of most HSF1‐mediated genes was indeed downregulated in the presence of bisamide (Fig. S9B and Table S7).

## 4 Discussion

Specific features of miRNAs allow a single miRNA to regulate many different RNA transcripts under various physiological or pathological conditions. Based on this broad regulation, novel RNA networks can be identified from relevant miRNAs in cancer cells. To determine which miRNAs are dysregulated in cancer cells, we used RNA sequencing technologies to identify miRNA expression signatures in drug‐resistant clinical specimens and autopsy specimens. Analyses of our previously identified miRNA signatures highlighted novel RNA networks that are controlled by novel miRNAs in several cancers (Goto *et al*., 2017; Koshizuka *et al*., 2017b; Mizuno *et al*., 2017).

In earlier studies, we made the unexpected discovery that some miRNA passenger strands have antitumor activity, for example, *miR‐145‐3p*,* miR‐150‐3p*,* miR‐149‐3p*, and *miR‐99a‐3p*, in several cancer cells (Arai *et al*., 2018b; Goto *et al*., 2017; Koshizuka *et al*., 2017b; Okato *et al*., 2017b). The traditional view of miRNA function was that only one strand of the miRNA‐duplex is incorporated into the RISC to become the active strand (guide strand). In contrast, the other strand, the passenger strand or miRNA*, was thought to be degraded and to have no function (Chendrimada *et al*., 2005; Hutvagner and Zamore, 2002; Matranga *et al*., 2005). Our recent studies showed that both strands of the miRNA‐duplex, for example, *miR‐145*,* miR‐223*,* miR‐150*, and *miR‐199*, have antitumor functions and their guide and passenger strands control several oncogenes independently or jointly (Goto *et al*., 2017; Koshizuka *et al*., 2017a,b; Sugawara *et al*., 2018).

Here, we focused on the *miR‐455*‐duplex (*miR‐455‐5p*, the passenger strand; and *miR‐455‐3p*, the guide strand) based on our original CRPC signature (Goto *et al*., 2017). The functional assays in this study showed that both *miR‐455* strands had tumor‐suppressive functions in PCa cells. In particular, *miR‐455‐5p*, the passenger strand, strongly suppressed the migratory and invasive ability of PCa cells. Previous studies showed that downregulation of *miR‐455‐3p* (the guide strand) expression is frequently seen in several cancers, for example, colon cancer, non‐small‐cell lung cancer, and esophageal squamous cell carcinoma, and that ectopic expression of *miR‐455‐3p* inhibited the metastatic activity of cancer cells (Gao *et al*., 2018; Yang *et al*., 2017; Zheng *et al*., 2016). In PCa cells, *miR‐455‐3p* inhibits cancer cell proliferation by targeting the transcription factor *eIF4E* (Zhao *et al*., 2017). Interestingly, *miR‐455‐5p* had an opposite function depending on cancer type. For example, *miR‐455‐5p* expression is upregulated in NSCLC and could enhance cancer proliferation and metastasis by suppressing SOCO3 expression (Wang *et al*., 2017). In oral squamous cell carcinoma, *miR‐455‐5p* expression was promoted by the regulation of the TGF‐β‐dependent pathway and contributed to cancer tumorigenesis by downregulating *UBE2B* expression (Cheng *et al*., 2016). However, *miR‐455‐5p* expression in gastric cancer was lower, and thus, in cancer *miR‐455‐5p* functions as a tumor suppressor through regulation of *RAB18* (Liu *et al*., 2016). Our recent study demonstrated that expression of both strands of the *miR‐455*‐duplex was downregulated in renal cell carcinoma tissues and that ectopic expression of both miRNAs inhibited cancer cell migration and invasive abilities (Yamada *et al*., 2018a). The best part of miRNAs study is to identify responsible target genes and pathways controlled by miRNAs in cells.

In this study, exploration of the RNA network controlled by antitumor *miR‐455‐5p* and *miR‐455‐3p* expands our understanding of the novel molecular pathogenesis of HSPC and CRPC. Through our search strategies, we identified *PIR*,* LRP8*,* IGFBP3*, and *DMBX1* as genes controlled by *miR‐455‐5p*, and *CCDC64*,* TUBB1*,* KIF21B*, and *NFAM1* as genes controlled by *miR‐455‐3p*. According to analyses based on the TCGA database, these genes may have cancer‐promoting activity because their high expression correlates with poor prognosis of PCa patients. Interestingly, by combining the expression of these genes, survival curves for DFS showed more impressive results. In particular, the combination of the four target genes of *miR‐455‐5p* had a great impact. This may lead to the establishment of a strong prognostic biomarker by analyzing molecules originating from miRNAs. In this study, we focused on *PIR*, which was most strongly regulated by *miR‐455‐5p*, and proceeded the analyses.

*PIR* (pirin) is a member of the cupin superfamily and is a highly conserved gene among mammals, plants, fungi, and prokaryotes (Wendler *et al*., 1997). Previous reports suggested that *PIR* contributes to malignant transformation of cancer cells by acting as a transcriptional cofactor that interacts with the Bcl3–NF‐қB complex in several cancers (Adeniran and Hamelberg, 2017; Komai *et al*., 2015; Qiao *et al*., 2014). Additionally, a previous study showed that knockdown of *PIR* or treatment with the small molecule markedly suppressed migration of melanoma cells (Miyazaki *et al*., 2010). Furthermore, *PIR* inhibited the expression of E‐cadherin and induced the epithelial to mesenchymal transition phenotype in HeLa cells (Komai *et al*., 2015). According to the TCGA database, high expressions of *PIR* were significantly associated with short overall survival in glioblastoma, low‐grade glioma, and melanoma patients (Fig. S10). In PCa, *PIR* was reported to enhance cancer cell proliferation by negatively regulating apoptosis induced by EAF2/U19 (Qiao *et al*., 2014). However, the functions of *PIR*, including the mechanisms by which *PIR* controls metastasis in PCa, remain unclear. Our present data showed that siRNA‐mediated *PIR* knockdown significantly inhibited cancer cell aggressiveness. Surprisingly, transfection with *miR‐455‐5p* or si‐*PIR* produced a similar phenotype in cells lines that did (e.g., C4‐2) and did not express AR (e.g., PC3, DU145). Additionally, rescue experiments showed that the migration and invasive abilities of PCa cells that were suppressed by transfection with *miR‐455‐5p* were remarkably recovered by supplementing with *PIR*, suggesting that the *miR‐455‐5p/PIR* axis plays an important role in cancer progression, especially metastasis and invasion of PCa, through AR‐independent pathways. These results also suggest that *PIR* could be a target molecule for treatment of various cancers, including CRPC. Therefore, strategies to inhibit *PIR* expression are needed.

The chemical probe bisamide (CCT251236) bound PIR in a functional screen for inhibitors of the HSF1 stress pathways (Cheeseman *et al*., 2017). HSF1 is a pivotal regulator of the heat shock response under both physiological and pathological conditions (Dai and Sampson, 2016). Aberrant expression and activation of HSF1 is involved in cancer progression and drug resistance (Vydra *et al*., 2013). Bisamide (CCT251236) is orally bioavailable and successfully inhibited growth of SK‐OV‐3 human ovarian carcinoma xenografts (Cheeseman *et al*., 2017). Here, we showed that bisamide (CCT251236) dose‐dependently inhibited proliferation, migration, and invasion of PCa cells. Together our results support the potential of *PIR* as an important therapeutic target for HSPC and CRPC. Toward clinical application of bisamide, more detailed analysis of off‐target effects of si‐*PIR* or bisamide is necessary. It is important to investigate the molecular mechanism of inhibitory effects of si‐*PIR* or bisamide in detail with a current genomic approach.

## 5 Conclusions

Our results showed that expression of both strands of the *miR‐455*‐duplex (*miR‐455‐5p* and *miR‐455‐3p*) was significantly downregulated in HSPC and CRPC specimens, and thus, *miR‐455*‐duplex could act as an antitumor miRNA in PCa cells. Eight genes were regulated by *miR‐455*‐5p/‐3p, and the expression of these genes was associated with PCa pathogenesis. Among these genes, aberrant expression of *PIR* enhanced cancer aggressiveness, suggesting that *PIR* might be a promising diagnostic marker for HSPC and CRPC. Furthermore, CRPC treatment strategies targeting *PIR* may be possible in the future. Our approach based on antitumor miRNAs could contribute to the development of new diagnostic markers and therapeutic strategies for CRPC.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

TA, SK, and NS designed the research and managed the study. YY, SS, and MK performed statistical analyses and coordinated the figures. KY, YN, and TI designed the experiments and interpreted the results.

## Supporting information

**Fig. S1.** Schematic representation of the chromosomal location of human *miR‐455*. Click here for additional data file.

**Fig. S2.** Incorporation of both *miR‐455‐5p* and *miR‐455‐3p* into the RISC. Click here for additional data file.

**Fig. S3.** Relationship between putative oncogenes regulated by *miR‐455‐5p/‐3p* and clinicopathological factors in PCa patients. Click here for additional data file.

**Fig. S4.** Heatmaps of genes regulated by the *miR‐455*‐duplex and Kaplan–Meier patient survival curves for disease‐free survival rates. Click here for additional data file.

**Fig. S5.** Direct regulation of *PIR* expression by *miR‐455‐5p* in PCa cells. Click here for additional data file.

**Fig. S6.** IHC score and representative immunostaining pictures. Click here for additional data file.

**Fig. S7.** Validation of si‐*PIR* function. Click here for additional data file.

**Fig. S8.** Evaluation of mRNA expression of *PIR* using bisamide. Click here for additional data file.

**Fig. S9.** Search for genes downstream of *PIR*. Click here for additional data file.

**Fig. S10.** Kaplan–Meier curves of overall survival in other cancers due to difference in *PIR* expression based on TCGA database. Click here for additional data file.

**Table S1.** Patient characteristics. Click here for additional data file.

**Table S2.** Product numbers for reagents. Click here for additional data file.

**Table S3.** Patient characteristics and IHC score evaluated using immunohistochemistry. Click here for additional data file.

**Table S4.** Genes downregulated by si‐*PIR* in PCa cells. 

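Table S4 lists 93 genes with a log2 ratio for each of the paper's si-PIR-1 and si-PIR-2 transfectants. For 84 of the 93 genes, a single spot of the gene has the scanner ratio of Table S4's first column on the array labelled si-PIR-2 and that of its second column on the array labelled si-PIR-3, with a summed difference under 0.001. With the columns exchanged, 0 genes match. The other 9 genes had no such spot. For the probe of each gene closest to the listed average, the mock channel was well above background on both arrays for 28 genes and on neither for 57 genes. In these 57 genes, the transfected channel was not well above background either. After normexp and loess, 3 of the 93 genes lay below -1.5 on both arrays by their brightest probe, taken here without the filter on dim probes. Without background correction there were 8, and by the scanner ratio of the brightest probe 60, which is more than the 22 genes found by this ratio among all genes that passed the filter. The median over the 93 genes of the mean scanner ratio was -1.92 on the si-PIR arrays and -0.37 on the 6 arrays of other transfections. Once the mean of those 6 arrays was subtracted from each si-PIR array, 34 of the 93 genes stayed below -1.5 on both by the scanner ratio, 12 of them among the 28 genes with a mock signal well above background on both arrays, and 7 of them, including PIR, with both channels well above background on both arrays. By the normalized ratio of the brightest probe, 1 gene stayed below after the same subtraction. From the genes that this list shares with its bisamide list, the paper names the genes downstream of PIR (Table S6).

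**Figure D2:**
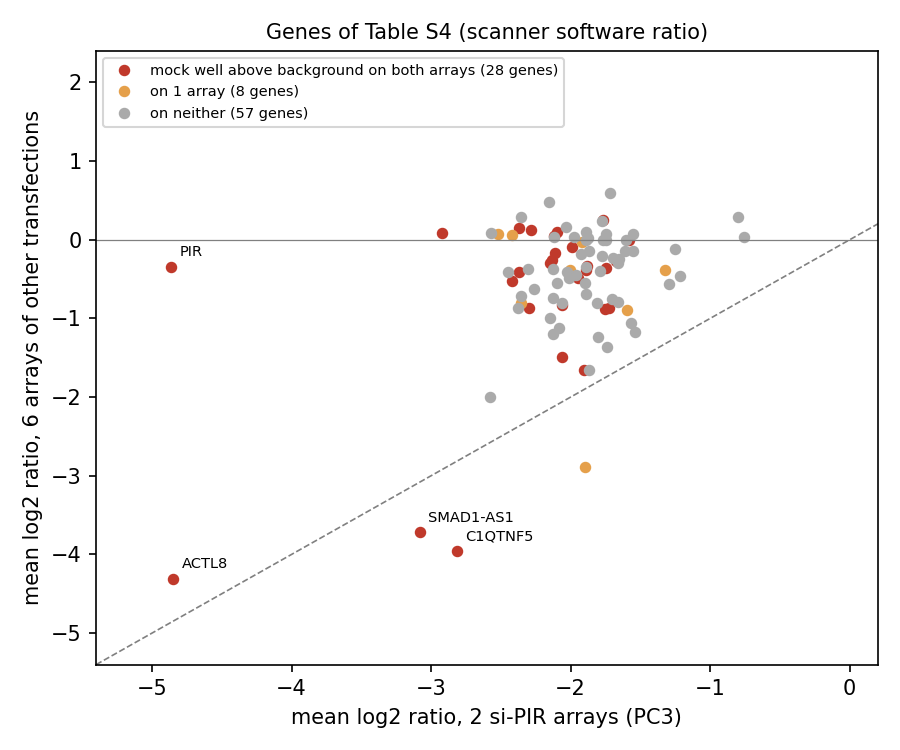
Mean scanner log2 ratio of transfected over mock cells for the 93 genes of Table S4, on the 2 si-PIR arrays in PC3 (horizontal axis) and on the 6 arrays of other cell lines and miRNAs (vertical axis). Colours give the number of si-PIR arrays with a mock signal well above background (28 genes on both, 8 on 1 and 57 on neither), and the dashed line marks equal ratios; PIR lies far above it, while ACTL8, SMAD1-AS1 and C1QTNF5 lie near or below it.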

Click here for additional data file.

**Table S5.** Genes downregulated by PIR inhibitor (bisamide) in PCa cells. Click here for additional data file.

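The 11 genes of Table S6 are ACTL8, lnc-PLEKHA5-4, SMAD1-AS1, C1QTNF5, LIN28A, XLOC_l2_007449, PDGFRB, lnc-SLC2A4RG-1, lnc-GIP-2, SERPINA12 and lnc-CHD9-5, and the si-PIR values of all 11 equal the scanner ratio of a probe within 0.001. The mock signal of this probe was well above background on both si-PIR arrays for 5 genes, ACTL8, SMAD1-AS1, C1QTNF5, PDGFRB and lnc-SLC2A4RG-1. After normexp and loess, 0 of the 11 lay below -1.5 on both arrays by their brightest probe, taken without the filter on dim probes. By this normalized ratio C1QTNF5 had the lowest mean, -1.19 ± 0.241 (SD of the 2 arrays). Its normalized mean on the 6 arrays of other transfections was -1.21. With that mean subtracted the ratio was 0.017, so that no fall specific to si-PIR is seen for this gene. By the scanner ratio ACTL8 was lowest, at -4.85 against -2.81 for C1QTNF5, but the ratios of ACTL8 have no measured size. By the scanner ratio of their brightest probe, 10 of the 11 passed -1.5 on both arrays. The median of their scanner ratios was -1.91 on the si-PIR arrays and -1.66 on the 6 arrays of other transfections. On at least 4 of these 6 arrays, 5 of the 11 were below -1.5. A run of GGGG was present in the probes of 9 of the 11 genes (81.8%), against 11.47% of all probes on the array. The probes of SERPINA12 and lnc-CHD9-5 have no such run, and neither of their channels was well above background on the si-PIR arrays. Neither channel was well above background for LIN28A, lnc-GIP-2 and the Table S6 probe of XLOC_l2_007449 either, so that no fold is read from these 5 probes. For SMAD1-AS1 and lnc-PLEKHA5-4 the Cy5 signal was well above background on neither array, and the mock signal was on both arrays for the former and on 1 for the latter, so that no size of the fall is given for them.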

**Table S6.** Genes downstream of *PIR*. Click here for additional data file.

**Table S7.** Trends of HSF1‐mediated gene expression in the presence of the PIR inhibitor bisamide. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

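Gene expression was measured on 8 Agilent Human GE 60K arrays in 5 cell lines, of which the paper reports the 2 arrays of PC3 cells transfected with siRNAs against PIR. The labels of the samples give the cell line, the transfected RNA and the dye of each channel, with mock cells in Cy3 and transfected cells in Cy5 on every array, and no dyes were swapped. The 2 PC3 arrays were treated as replicates of 1 condition with 1 array per siRNA, as in Table S4. The siRNA numbers of the labels and of the paper differ and were not reconciled. The other 6 arrays were used for comparison and in the additional observations.

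The authors deposited the scanner output of each array, which holds the Cy3 and Cy5 intensity of each spot on a linear scale, its local background, and the log10 ratio of Cy5 over Cy3 that Agilent Feature Extraction computed after its own background correction and dye normalization. The authors' deposited value table holds the same log10 ratios, with a largest difference of 0. These ratios were turned to the log2 scale and are called scanner ratios. All columns of values per sample in that table could be assigned to a sample.

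From the mean intensities and the median local background, ratios were computed with limma 3.58.1 in R 4.3.3, by normexp background correction with an offset of 50 on all spots and loess within each array. Control spots and spots that the scanner software marked as non-uniform or population outliers were left out, and spots of a probe were averaged. Of 43317 gene names on the array, 22503 had a probe well above background in at least 1 channel on each PC3 array, and the brightest of these probes by mean log2 intensity stood for the gene. Among the genes tested, 10967 had more than 1 probe. Gene names are those of the array design. Of 15501 probes with a RefSeq accession, 15228 were found in the reference table and 13888 had the same symbol there. Coordinates are those of the array annotation on hg19, and exons and untranslated regions were not assigned.

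The mean ratio of the 2 arrays was tested against 0 by lmFit and eBayes in limma with Benjamini-Hochberg adjustment, at a threshold of 0.05. Genes below -1.5 or above 1.5 on the log2 scale on both arrays were counted, after the threshold that the paper states for its miR-455-5p arrays. For ACTL8, SMAD1-AS1 and lnc-PLEKHA5-4, the transfected channel was not well above background on either si-PIR array. A bound against the lowest signal well above background would lie close to the fitted ratio for these 3 genes, and none is given. For named genes with neither channel well above background, ratios are printed for comparison with the paper only and no fold is read from them. The counts of Table S4 and Table S6 genes take the brightest probe without the filter on dim probes. Genes named in the text were fixed by a rule: PIR, ACTL8, the genes of Table S6, CDH1, BCL3 and HSF1 from the paper's discussion, and the 5 genes with the largest fall and the 5 with the largest rise in the weaker of the 2 arrays. The other genes named were chosen after their values were seen.

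For 4 gene lists (the HSF1-mediated genes of Table S7, interferon-stimulated genes, NF-kB target genes and NRF2 target genes), the median log2 ratio was set among 10000 random lists of the same size matched on intensity in 20 bins, and fry in limma served as the alternative. A list of let-7 target genes was added after DICER1 and HMGA2 had been seen and does not hold them. Apart from the genes of Table S7, the lists were written from general knowledge of these pathways, not taken from a database. The interferon list was written after IFI44, IFIT1 and OASL had been seen in Table S4, and the NRF2 list after AKR1C1 had been seen there. Correlations between arrays are across genes, which are not independent replicates.

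The alternatives were a normexp offset of 1, no background correction, the scanner ratio, the deposited value table, median centring in place of loess, Aquantile after loess, no filter on dim probes, a filter on both channels, the mean over the probes of a gene, any probe of a gene, thresholds of 1 and 2, leaving out each PC3 array, subtracting the mean of the 6 other arrays, and fry. The scanner ratio together with any probe of a gene was added after the data were seen.

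The steps were tested on simulated data for the comparison of si-PIR with mock, with 43317 genes of which 200 were changed. The fit gave the right sign for 100% of the changed genes and called 96% of them, and it also called 32 unchanged genes. Of the genes lowered by 3 on the log2 scale, 18 of 18 with a net mock intensity over 200 and 0 of 6 with one of 10 to 50 fell below -1.5 on both arrays. The simulated noise came from the 2 mock channels and from negative control spots, without spread between cultures or siRNAs. On the real si-PIR arrays the SD of the log2 difference was 0.334 between the Cy5 channels, against 0.0883 between the Cy3 channels. The 96% therefore does not carry over to the real arrays, where the smallest adjusted p by limma was 0.440.

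Left out were the bisamide arrays, the miR-455 arrays and the clinical samples, which were not analysed here. Figures were drawn with matplotlib 3.10.9.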

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

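The tests on ACTL8, on PIR in PANC1, on miR-204-5p, and on the shared mock RNA of the miR-144 arrays were chosen only after the results were seen.

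The ACTL8 probe of Table S4 had a mean scanner log2 ratio of -4.31 on the 6 arrays of other cell lines and miRNAs, which the paper does not report, against -4.85 on the 2 si-PIR arrays. Its Cy5 signal was not well above background on any of the 8 arrays. A response to the PIR siRNAs as the whole cause predicts a ratio near 0 on arrays without these siRNAs, and the mean of -4.31 argues against it. A smaller response to si-PIR stays open, since with the Cy5 signal at background on all 8 arrays no ratio of this probe measures it. A Cy3 signal that does not follow the RNA, and a response to transfection in every cell line, may both give a low ratio on all arrays, and they were tested for the genes of Table S6 together. The second ACTL8 probe had a mean scanner ratio of -0.10 on the si-PIR arrays and 0.97 on the 6 others, which goes against a fall of ACTL8 RNA after every transfection. This probe is dim, and its mock signal was well above background on 2 of the 8 arrays only.

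The log2 ratios of miR-144-5p and miR-144-3p in SK-MES-1, which the paper does not report, had a Pearson r of 0.785 across genes, against a median of 0.158 for the 25 pairs of different cell lines. The 2 arrays share a cell line, so that shared mock RNA raises r. The PANC1 pair, miR-130-5p and miR-130-3p, shares a cell line in the same way and had an r of 0.155. Its Cy5 channels differed more, with an SD of the log2 difference of 0.481, which lowers r. This pair therefore cannot decide whether shared mock RNA is the whole cause. Whether 1 transfected RNA was hybridised to both arrays cannot be told apart from a common effect of both strands: the SD of the log2 difference between the Cy5 channels was 0.169, against 0.0902 between the Cy3 channels, but each is a spread between single samples. A biological candidate explanation, related targets or a common response of SK-MES-1 cells, was not tested.

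The log2 ratios of miR-204-5p in SW1990 and in MDA-MB-231 had a Pearson r of 0.664 across genes, although cell line and mock RNA differ. Dye and probe effects shared by all arrays were argued against as the whole cause, because the highest r among the other 24 pairs of different cell lines was 0.258. The same miRNA in both cell lines is the explanation that the design names, and it stays a hypothesis, since each transfection has 1 array and handling of these 2 samples together was not tested.

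The log2 ratio of PIR was -1.58 on the PANC1 miR-130-5p array, against 0.0070 on the PANC1 miR-130-3p array and -0.26 to 0.018 on the 4 arrays of the remaining cell lines. A higher mock signal on this array was argued against, since the mock signal of PIR exceeded that on the other PANC1 array by 0.031 on the log2 scale. This is 1 probe on 1 array without replicate. An effect of miR-130-5p on PIR and a fault of the Cy5 spot both stay open and were not tested.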

How the results depend on the processing

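All alternatives were chosen before the data were examined, except the scanner ratio taken over any probe of a gene, which was chosen after the values were seen. The rules that judge the correlation by its confidence interval and fry by its adjusted p were also made stricter after the values were seen.

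The fall of PIR kept its direction under all alternatives, between -4.86 and -3.51. Its adjusted p passed 0.05 with median centring (-3.51, adjusted p 0.0381) and with the mean of the 6 other arrays subtracted (-3.84, adjusted p 0.0367), and ranged to 0.453. The p after subtraction came from a limma fit of all 8 arrays, which took the 6 others as replicates although they differ in cell line and miRNA. The standard error of PIR was 0.432 there, against 0.240 in the main setting. The smaller p is thus not due to a larger or more precise fall. ACTL8 passed with median centring (-0.67, adjusted p 0.0381) and changed sign with the 6 other arrays subtracted, to 0.080 (adjusted p 0.915), a value that compares mock levels because the Cy5 signal was not well above background on any of the 8 arrays; its adjusted p was 0.2003 to 0.720 otherwise. Its size also moved with the background: -2.67 with an offset of 1, -1.58 with no background correction and -4.85 by the scanner ratio. Median centring leaves an intensity-dependent dye effect in place: the median of all genes was 0.33 under it and 0.015 under loess, and values under it are to be read against that shift.

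The 3 genes below -1.5 on both arrays, among genes that passed the filter on dim probes, became 12 with an offset of 1, 9 with no background correction, 22 by the scanner ratio and by the deposited value table, 1 with median centring and with the other arrays subtracted, 18 at a threshold of 1 and 1 at a threshold of 2. The 1 gene above 1.5 became 5 with an offset of 1, 2 with no background correction, 47 by the scanner ratio and the deposited table, 17 with median centring, 0 with the other arrays subtracted and 7 at a threshold of 1. With only 1 array, 23 to 56 genes were below and 4 to 17 above. Without this filter, the 3 genes of Table S4 became 11 genes with an offset of 1, 8 genes with no background correction, 60 genes by the scanner ratio and the deposited table, 1 gene with median centring and with the other arrays subtracted, 10 genes at a threshold of 1, and 3 to 6 genes with 1 array. Of Table S6, 2 genes lay below with an offset of 1, 2 with no background correction, 10 by the scanner ratio and the deposited table, and 1 at a threshold of 1, against 0. By the scanner ratio of any probe, 99 genes lay below and 66 above, with 84 genes of Table S4 and 11 genes of Table S6 below. The larger counts with a smaller offset have a cause shown by construction, since an offset added to both channels draws dim ratios toward 0; the cause of the other changes was not tested.

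Limma called 12 lower and 6093 higher genes with median centring, and 15 lower and 2 higher with the 6 other arrays subtracted, against 0 and 0. Leaving out 1 array leaves no residual degrees of freedom, so these counts have no value there. They stayed at 0 with an offset of 1, no background correction, the scanner ratio, the deposited table, no filter, both channels above background, the mean over all probes and Aquantile, and were not taken under the remaining alternatives.

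The median of the HSF1-mediated genes was -0.031 with an offset of 1, -0.024 with no background correction, -0.025 by the scanner ratio and the deposited table, 0.71 with median centring, -0.021 with no filter, -0.016 with both channels above background, -0.0076 over all probes, 0.014 to 0.017 with 1 array and 0.017 with the other arrays subtracted, and the random-list test called it under none of these.  The median of the interferon-stimulated genes was -0.46, -0.38, -0.47 and -0.47, 0.13, -0.24, -0.27, -0.22, -0.28 to -0.27 and -0.34 in the same order. Its change of sign with median centring lies below the shift of 0.33 of all genes, and it stayed below all random lists under each of these. By fry its p was 0.0469, or 0.0937 after adjustment over the 4 lists, which no longer passes 0.05. The NF-kB and NRF2 target genes had medians of 0.72 and 0.68 with median centring and otherwise moved by less than the spread between the arrays, which includes changes of sign around 0. The correlation of the si-PIR arrays was 0.285 with an offset of 1, 0.284 by the scanner ratio and the deposited table, and 0.623 with median centring. The cause of these changes was not tested.

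Aquantile after loess leaves ratios as they are by construction. Slide and scan as a block was not run, because all 8 arrays lie on 1 slide and scan. No paired analysis was possible because each array already sets transfected against mock cells and the groups share no replicate numbers. Signal over background limits all of these results: under 50% of the probes had a mock signal well above background.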

Differences from the paper's values

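The values of Table S4 were compared on the log2 scale, on which they are given. For PIR, the paper's average log2 ratio is -4.86 and the value here is -4.18. Of the alternatives set before the data were examined, the offset of 1 (-4.80), no background correction (-4.61), the scanner ratio and the deposited value table (-4.86) and the array labelled si-PIR-2 alone (-4.57) fall within the spread, whereas the others do not.

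For the genes of Table S6, the paper's average and the value here are -4.85 and -0.77 for ACTL8, -3.08 and -0.32 for SMAD1-AS1, -2.81 and -1.19 for C1QTNF5, -2.57 and -0.14 for LIN28A, and -2.06 and -0.42 for PDGFRB. They are -1.91 and -0.49 for lnc-SLC2A4RG-1, -1.90 and -0.11 for lnc-PLEKHA5-4, -1.89 and -0.068 for SERPINA12, -1.89 and -0.043 for lnc-CHD9-5, -1.74 and -0.092 for lnc-GIP-2, and -1.66 and -0.026 for XLOC_l2_007449. For LIN28A, SERPINA12, lnc-CHD9-5 and lnc-GIP-2 neither channel was well above background on the si-PIR arrays, and for ACTL8, SMAD1-AS1 and lnc-PLEKHA5-4 the transfected channel was not, so the ratios of these 7 genes are not measured folds. The scanner ratio and the deposited value table reach the paper's average for 9 of these genes, and no other alternative does so for any. For lnc-CHD9-5 and XLOC_l2_007449, no alternative by the brightest probe reaches it, but the scanner ratio of another probe of each gene does (-1.89 and -1.66), a comparison chosen after the values were seen.

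The paper lists 93 genes in Table S4, of which 3 lay below -1.5 on both arrays here by the brightest probe without the filter on dim probes; none of the alternatives set before the data were examined reaches within 1.5 times of 93, and the scanner ratio and the deposited table come to 60. The scanner ratio taken over any probe of a gene, which was chosen after the values were seen, gives 84 of the 93 genes among 99 genes in all. The paper lists 11 genes in Table S6, of which 0 lay below -1.5 here and 10 by the scanner ratio and the deposited table, the only alternatives set before the data were examined that fall within 1.5 times; over any probe, chosen after the values were seen, the scanner ratio gives 11.

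The paper names ACTL8 as lowered by si-PIR. The offset of 1 (-2.67), no background correction (-1.58) and the scanner ratio (-4.85) place its brightest probe below -1.5.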

Other observations

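The tests of the Table S4 genes, of the fall of PIR, of Table S6 against other arrays and other probes, of SERPINA12 and lnc-CHD9-5, and of the interferon list against the other arrays and the mock culture were chosen only after the results were seen, and the let-7 list was written after DICER1 and HMGA2 were seen.

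The scanner ratios of the Table S6 genes were low on the 2 si-PIR arrays. A response to the PIR siRNAs as the whole cause is argued against by the 6 arrays of other transfections, where the median over the 11 probes was -1.66. A Cy3 signal of the probe that does not follow the RNA may contribute: for the 5 genes with a mock signal well above background, the SD of the Cy3 signal between the 5 cell lines had a median percentile of 16.7 among 1000 probes of like brightness. Runs of G in the probe are a candidate explanation, since 81.8% of the 11 probes have GGGG. All 5 probes below -1.5 on all 8 arrays (ACTL8, SMAD1-AS1, C1QTNF5, lnc-PLEKHA5-4 and ENST00000543321, named after their values were seen) have GGGG, against 13.1% of probes of like brightness, and of 63 probes below -1.5 on at least 4 arrays 43 (68.3%) do, against 14.0%. GGGG alone does not make a probe low: among probes with a mock signal well above background on all 8 arrays, the median scanner ratio on the array labelled si-PIR-2 was -0.039 with GGGG and 0.023 without. A response to transfection in every cell line cannot be told apart from these, because only 1 other probe of the 11 genes, that of ACTL8, had a mock signal well above background on both si-PIR arrays. For ACTL8 itself this probe goes against a fall of the RNA after every transfection, with a mean scanner ratio of -0.10 on the si-PIR arrays and 0.97 on the 6 others, although it is dim and its mock signal was well above background on 2 of the 8 arrays only. For SERPINA12 and lnc-CHD9-5, the mean ratio on the other arrays was 0.050, but neither channel was well above background, which keeps a response to si-PIR open.

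A probe or dye effect shared by all 8 arrays is argued against as the whole cause of the fall of PIR, whose normalized ratio stayed at -3.84 after subtraction of the mean of the 6 other arrays. For the 20 genes of Table S4 with both channels well above background on both si-PIR arrays, PIR among them, such an effect is also argued against as the whole cause. Their median scanner ratio was -2.06 on the si-PIR arrays and -0.35 on the 6 others. Of these 20 genes, 13 were below -1.5 on none of the 6 arrays and 1 on at least 4. A part of it in their low ratios stays open. For the other genes of the list such an effect cannot be told apart from others. By the scanner ratio 34 of the 93 genes stayed below -1.5 on both si-PIR arrays after the same subtraction. However, the 93 genes were chosen for low ratios on the same 2 arrays. Of the 34, 7 had both channels well above background on both arrays, PIR among them. By the normalized ratio of the brightest probe 1 gene stayed below. A mock signal close to background may account for part of the list, as 57 genes had one well above background on neither si-PIR array. Another 8 genes had one on 1 of the 2 arrays.

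The log2 ratios of the 2 si-PIR arrays had a Pearson r of 0.249 and a Spearman's rho of 0.270 across 22503 genes. Dim probes as the whole cause of the low value are argued against by an r of 0.248 over genes above background in both channels. Among 24 pairs of different cell lines, the miR-204-5p pair left out, r had a median of 0.157 and ranged from 0.0864 to 0.258. The highest was that of the array labelled si-PIR-3 with the PANC1 miR-130-3p array. The 2 siRNAs against PIR were thus no more alike than the closest of these pairs. Unchanged cultures simulated against 1 mock gave a mean r of 0.499 (0.482 to 0.515 in 100 simulations), because they were given equal spread in all cultures, so that the shared mock RNA cannot be told apart from a shared effect of si-PIR. In these simulations a mean of 0.26 genes lay below -1.5 on both arrays and 0.42 above 1.5.

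The HSF1-mediated genes of Table S7, which the paper reports for bisamide, had a median log2 ratio of -0.013 on the si-PIR arrays over 90 of 95 genes, with a mean of 0.0064 and array medians of 0.017 and 0.014, so that median and mean differ in sign. The array medians lay at percentiles 48.0 and 53.1 of random lists, while fry gave a direction upward with a p of 0.0380 (0.0937 after adjustment over the 4 lists); 25 genes were lower and 30 higher on both arrays. The NF-kB target genes (21 genes) had a median of 0.11, with percentiles 100 and 43.6 and a fry p of 0.598. Their median was 0.35 on the array labelled si-PIR-2, but between -0.11 and 0.44 on the 6 arrays of other transfections. With the mean of those 6 arrays subtracted it was -0.069, at percentiles 65.4 and 0.02, so that no rise specific to si-PIR was seen. The NRF2 target genes (26 genes) had a median of 0.021 and a mean of -0.044, with percentiles 0.65 and 97.2 and a fry p of 0.856. Among genes that the paper's discussion names, BCL3 had a log2 ratio of 0.55 (probe with GGGG), CDH1 0.06, and HSF1 0.29, the last with 0.62 and -0.03 on the 2 arrays.

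The interferon-stimulated genes (35 genes) had a median log2 ratio of -0.26, below all 10000 random lists on both arrays, with 27 genes lower and 1 higher on both; fry gave a p of 0.0469 (0.0937 after adjustment). With median centring the median was 0.13 against a shift of 0.33 of all genes. The genes that Table S4 holds do not alone account for it, since the list without its 3 Table S4 genes had a median of -0.24, again below all random lists. However, the list was written after these 3 genes had been seen in Table S4, which comes from the same arrays. Its rank is therefore no independent test, with or without them. Random lists also do not keep the co-regulation of genes in 1 pathway. A probe or dye effect shared by all arrays is argued against, because the list's median lay between -0.43 and 0.36 on the 6 other arrays and above 0 on 3. The state of the mock culture cannot be told apart from an effect of si-PIR, as there was 1 mock; the medians of the PANC1 arrays, which share a cell line, differed by 0.26. A response to si-PIR is a hypothesis.

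DICER1 and HMGA2 rose on both si-PIR arrays, and both are target genes of the let-7 miRNAs. A loss of let-7 activity after transfection of a small RNA is a candidate explanation. Of a let-7 list without them, 28 genes passed the filter and had medians of 0.20 and 0.13, at percentiles 99.9 and 99.0 of random lists. The same list reached percentile 100 on the arrays of miR-204-5p in both cell lines and of miR-130-3p, but lay at 65.4 to 84.9 on the other 3, so that a loss after every transfection of a small RNA is not seen. The list was drawn from memory and let-7 itself was not measured.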
